# Benchmarking full-length transcript single cell mRNA sequencing protocols

**DOI:** 10.1186/s12864-022-09014-5

**Published:** 2022-12-29

**Authors:** Victoria Probst, Arman Simonyan, Felix Pacheco, Yuliu Guo, Finn Cilius Nielsen, Frederik Otzen Bagger

**Keywords:** Benchmarking, Single cell, Full-length RNAseq, mRNA sequencing technologies, Takara, NEB, SMART-seq3, G&T sequencing

## Abstract

**Background:**

Single cell mRNA sequencing technologies have transformed our understanding of cellular heterogeneity and identity. For sensitive discovery or clinical marker estimation where high transcript capture per cell is needed only plate-based techniques currently offer sufficient resolution.

**Results:**

Here, we present a performance evaluation of four different plate-based scRNA-seq protocols. Our evaluation is aimed towards applications taxing high gene detection sensitivity, reproducibility between samples, and minimum hands-on time, as is required, for example, in clinical use. We included two commercial kits, NEBNext® Single Cell/ Low Input RNA Library Prep Kit (NEB®), SMART-seq® HT kit (Takara®), and the non-commercial protocols Genome & Transcriptome sequencing (G&T) and SMART-seq3 (SS3). G&T delivered the highest detection of genes per single cell. SS3 presented the highest gene detection per single cell at the lowest price. Takara® kit presented similar high gene detection per single cell, and high reproducibility between samples, but at the absolute highest price. NEB® delivered a lower detection of genes but remains an alternative to more expensive commercial kits.

**Conclusion:**

For the tested kits we found that ease-of-use came at higher prices. Takara can be selected for its ease-of-use to analyse a few samples, but we recommend the cheaper G&T-seq or SS3 for laboratories where a substantial sample flow can be expected.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-022-09014-5.

## Background

Within the last decade technologies for Single Cell Sequencing (SCS) has advanced research on tissue heterogeneity, cellular identity, and cellular state. Several initiatives applying single cell technologies at scale, including the Human Cell Atlas (HCA) project [1], Human Biomolecular Atlas Program (HuBMAP) from National Institute of Health (NIH) [2], and The LifeTime Initiative (https://lifetime-fetflagship.eu/) to mention a few. Single cell mRNA sequencing (scRNA-seq) allows for the study of inter- and intra-cellular transcriptional variability, and delineation of transient cellular processes, identification cell types, marker genes and pathways. All current scRNA-seq techniques require isolation and lysis of single cells with subsequent conversion of RNA to cDNA and amplification of cDNA. Amplification is necessary due to the small amount of starting material, limited to mRNA content in a single cell and current scRNA-seq protocols yields data that suffers from amplification bias [3]. Library preparation for scRNA-seq varies a lot in terms of what information it’s possible to uncover from the data, and the protocol should be carefully chosen depending on the biological problem at hand [4, 5].

The *modus operandi* for single cell sequencing is the addition of a unique tag (barcode) to the DNA/RNA from each single cell, which in turn allows for highly multiplexed sequencing on a short-read sequencer, like popular machines from Illumina. After sequencing, demultiplexing allows for separation of data from each cell, using the barcodes. ScRNA-seq techniques are commonly distinguished in two categories: plate-based and droplet-based techniques. For both techniques the input material is single cells in suspension dissociated from e.g. tissue (Fig. 1). For the Plate-based techniques single cells are plated singularly into tubes or into each well of a PCR-plate. Barcodes are later added to each well as a step in amplification and final library preparation. For Droplet-based techniques, transcript barcoding takes place within the first step of the process, in a flow chamber making oil-emulsion droplets, with one cell per droplet. Recent commercial kits and flow chamber machines for droplet-based sequencing makes this protocol relatively easy entry but does not allow sequencing of the full-length transcripts. Plate-based methods require, in comparison, more technical know-how as well as separate handling of each cell. In practice plate-based methods only allow for processing of some hundreds of cells in parallel, whereas droplet-based methods can allow for the preparation of thousands of cells in a single batch. Plate-based approaches are still more sensitive and allow for detection of more genes per cell and furthermore allows for additional protocols on the same cell, such as quantification of FACS surface markers, and various DNA sequencing protocols [6–8] (Table 1).

**Fig. 1:**
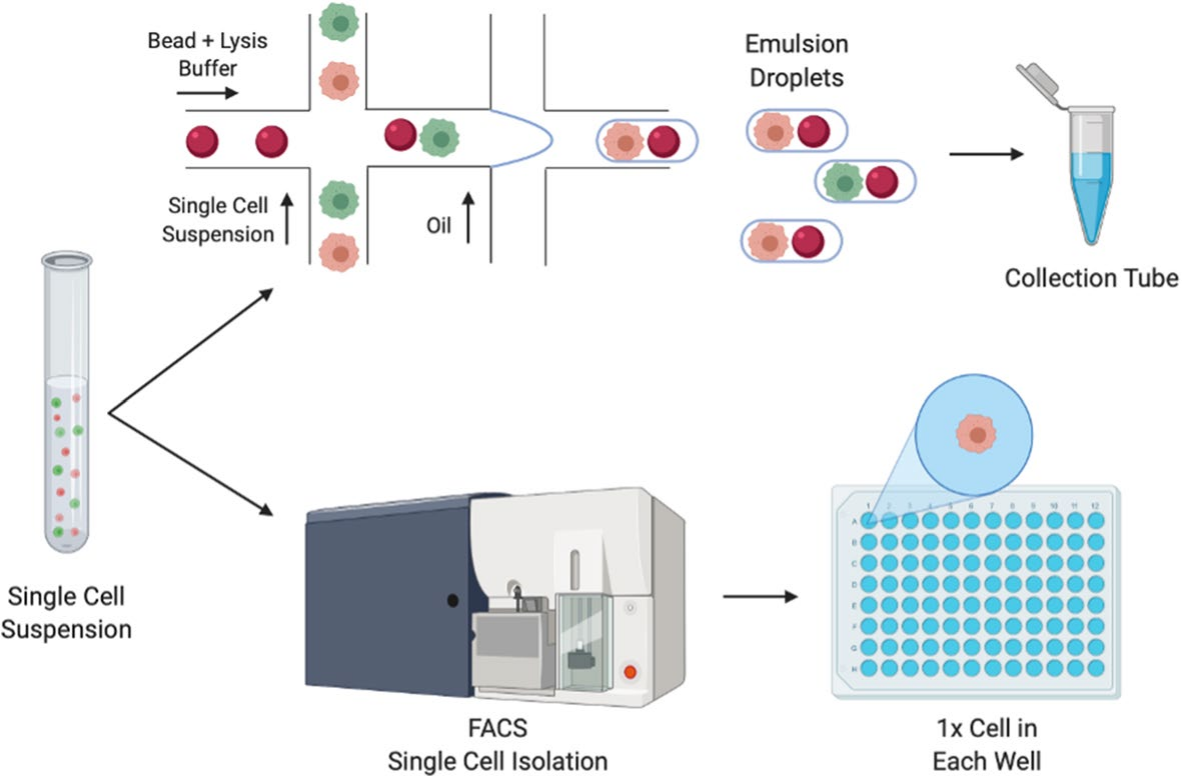
Workflow for droplet (top) and plate-based (bottom) single cell sequencing technologies. Droplet-based approaches combine primer-covered beads and single cells in emulsion droplets. In the droplets the single cell is lysed and reverse transcription (RT) is performed. Following RT, the synthesised cDNA is pooled and processed in bulk. In the Plate-based approaches, single cells are deposited in lysis-buffer filled chambers of a PCR plate or tube. Fluorescent activated cell sorting (FACS) may be used for this isolation of single cells

**Table 1:** Table summarising *pro et contra* of droplet versus plate-based techniques

	**Droplet-based**	**Plate-based**
**Detected genes/per cell** [6]	200-5000	4000 ~ 8000
**Detected cells** [9]	1 k-10 k per run	1 cell per well
**Processing time** [9]	~ 9-10 h	~ 25 h
**Type of RNA analyzed**	3’ – or 5’end cDNA	Full length cDNA
**Others**	Require Immediate processing UMI-based	Enable collection months before processing

In order to uncover structural variation such as RNA fusions, mutations within transcripts, detection of pseudogenes, and splice variants, sequencing of the full-length transcript is needed. Full-length transcript scRNA-seq techniques are currently all plate-based. A disadvantage of conventional full-length sequencing techniques is the preclusion of early barcoding and incorporation of Unique Molecular Identifiers (UMIs). Adding UMIs in an experiment aims to establish a unique identity of each RNA molecule [10]. During PCR amplification, each cDNA containing the same UMI is assumed to be derived from the same mRNA molecule. Inclusion of UMI’s counting gives the protocol higher power with regards to transcript copy number detection [11, 12].

SMART-seq (Switching Mechanism At the 5' end of RNA Template) is a plate-based technique selectively capturing polyadenylated (poly(A)) RNA transcripts. The protocol yields libraries of full-length transcripts and relies on Reverse Transcription (RT) followed by template switching (TS) [13]. In brief, the poly(A)-tail of mRNA transcripts are primed using an oligo-d(T) primer coupled to a PCR handle. The primed mRNA is reverse transcribed by Moloney Murine Leukemia Virus (M-MLV) RT, which has terminal transferase activity, and adds non-templated nucleotides to the 3’end of cDNA ends. These non-templated nucleotides are preferentially cytosines, which allow annealing of a template switching oligo (TSO) containing ribo-guanosine at its 3’end. SMART-seq2 is the second generation of the previous and differs from the original by utilising a TSO carrying a locked nucleic acid (LNA) at the 3’end which locks the nucleotide in endo-formation. The effect is improved base-stacking and annealing ability which in turn results in a higher melting temperature between the TSO and the cDNA strand [14]. The LNA gives SMART-seq2 higher transcript capture, which results in improved sensitivity in gene detection [15]. SMART-seq2 has previously been reported to be the most sensitive and accurate method in terms of gene detection, and gives the most even read coverage, among current scRNA-seq protocols [5, 15]. Today SMART-seq kits are commercially available differing in chemistry, price, and hands-on processing time. In this study, three different SMART-seq full-length protocols; NEBnext® Single Cell/Low Input RNA Library Prep Kit for Illumina (New England Biolabs (NEB®)), SMART-seq® High-Throughput (HT) kit (Takara Bio Inc.), and G&T-seq were performed on T47D cell line for comparison of sensitivity and precision between each protocol.

### NEBnext® Single Cell/Low Input RNA Library Prep Kit for Illumina

NEB**®** is a commercially available kit containing enzymes and buffers required to convert RNA, either purified or from cultured or primary cells, to cDNA for sequencing on Illumina platforms. The kit is plate-based (or tube) and builds upon the techniques of original SMART-seq. NEB ULTRA II FS DNA library preparation for preparation of Illumina sequencing compatible libraries is included with the kit. The protocol had a price tag of 46 € per single cell when processing 12 reactions (Table 2). Advantageously, this kit includes both Reverse transcription (RT), PCR amplification, and final library preparation with no further reagents needed for sequence-ready libraries compatible with sequencing on Illumina machines (Fig. 2A). From here on, the protocol will be referred to as NEB®.

**Table 2:** Table constituting the number of cells processed and cells remaining post QC filtering

Protocol	NEB®	Takara®	G&T	SS3
**Cells Processed**	14	13	13	14
**Cells Post Filtering**	11	11	11	11
**Price per SC (12rxn)** **/ per 96rxn**	46 €^a^ / 4.024 €^a^	75 €^a^ / 5.955 €^a^	12 €^a^/ 1.152 €^a^	10 €^a^/ 960 €^a^
**Full Length**	**✓**	**✓**	**✓**	**✓**
**LNA**	✗	✓	✓	✗
**UMI**	✗	✗	✗	**✓**

All prices are per single cell using the smallest commercially available format of 12 cell reactions (rxn), as quoted medio 2020. All tested protocols feature full-length sequencing of transcripts. Takara® and G&T protocol genes a TSO with a locked Nucleic Acid (LNA), whereas NEB® and SS3 does not. Only SS3 features UMI’s

^a^Price includes reagents for reverse transcription, PCR amplification, and final library preparation for all protocols. Price for protocols Takara, G&T & SS3 include price for final library preparation at 8 € per cell for ¼ Nextera XT DNA library preparation (Cat. Nr: FC-131–1096) according to recommendation by kit manufacturer (*Takara Bio Inc.*) and protocol (G&T) [16]

**Fig. 2:**
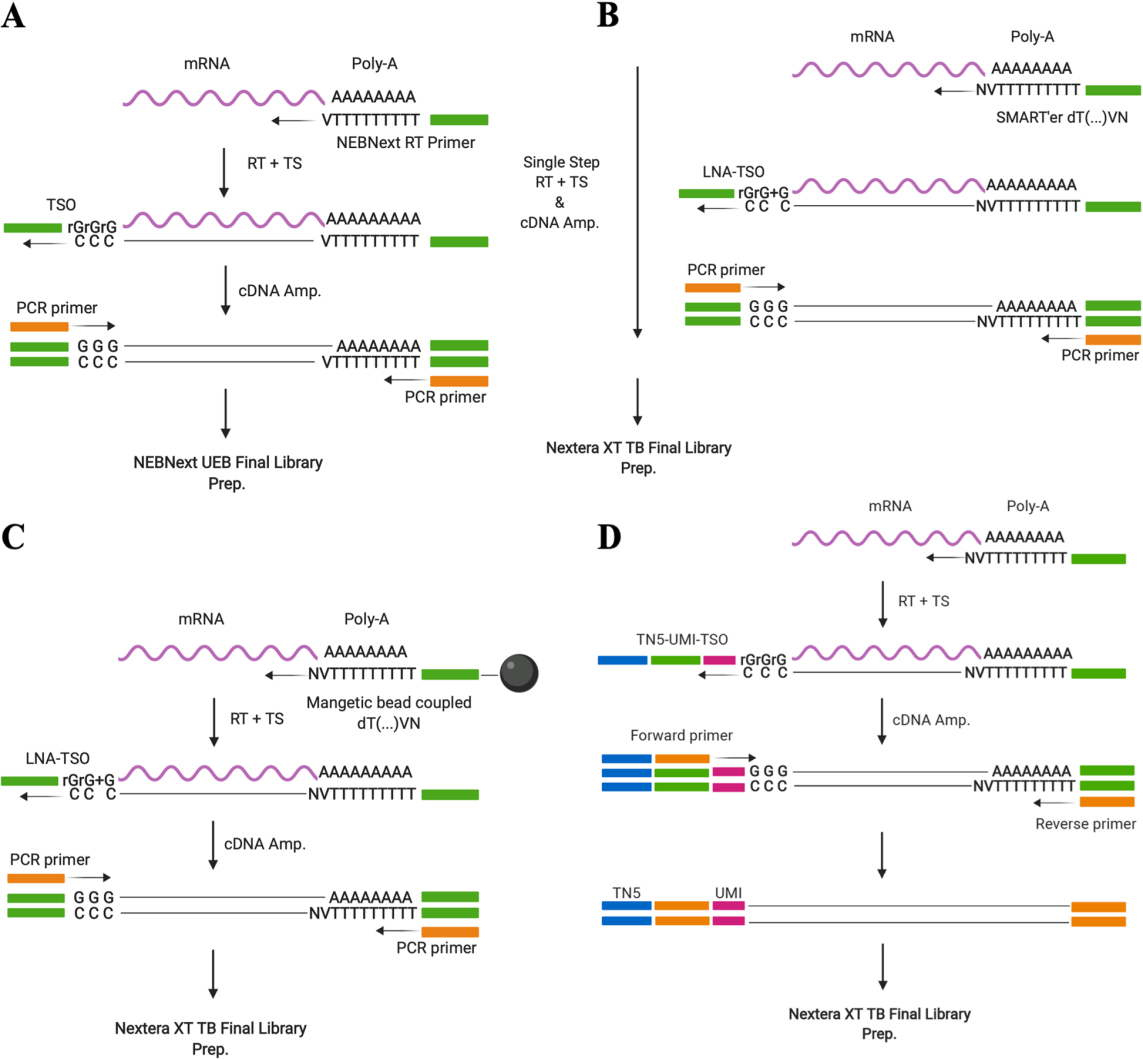
Illustration of the four scRNA-seq protocols applied in this study. **A** NEBNext® Single Cell/Low Input RNA Library Prep Kit for Illumina (NEB®) followed by NEBNext® uracil excision based (UEB) Final Library Preparation KIT. **B** SMART-seq® High-Throughput (HT) kit (Takara Bio Inc.) followed by final library preparation using Nextera XT Library preparation kit (Illumina, USA). **C** Genome & transcriptome sequencing (G&T-seq) followed by final library preparation using Nextera XT Library preparation kit (Illumina, USA). **D** SMART-seq3 (SS3) followed by final library preparation using Nextera XT Library preparation kit (Illumina, USA) TN5

### SMART-seq® HT kit

SMART-seq**®** HT kit (Takara Bio Inc.) is commercially available and designed for generating full-length cDNA from single cells or purified total RNA. The mechanism of the reaction is built upon a patented version of SMART-seq. SMART-seq® HT applies the newer SMART’er technology, SMART-seq2. The kit differs from traditional SMART-seq2 protocol by combining RT and cDNA amplification in a single step, which minimizes hands-on time. In this comparison, final library preparation was performed using Nextera XT Library preparation kit (Illumina, USA). This protocol is the most expensive at 73 € per single cell when processing 12 reactions (Table 2). This price includes RT and PCR amplification, as well as final library preparation according to recommendations by manufacturer (Fig. 2B). From here on, this protocol is referred to as Takara®.

### G&T Protocol

Genome & Transcriptome sequencing (G&T-seq) is not a commercially available protocol, and was originally developed for the study of both the genome and transcriptome of the same single cell [17]. G&T protocol has previously been shown to outperform traditional SMART-seq2 protocol [16, 18]. The key divergence of the original SMART-seq2 method, is a step separating mRNA from genomic DNA (gDNA), into distinct single cell samples eligible for a range of library preparation protocols. This step also serves as an RNA purifying step, removing cell debris, protein and gDNA from the downstream reaction, and the method has been applied to hard-to-sequence cells, where the DNA fraction has been discarded [19]. The protocol originally applied a modified SMART-seq2 protocol for transcriptome amplification, and PicoPLEX or Multiple displacement amplification (MDA) for genome amplification [13, 17]. Within the cell lysate, gDNA and mRNA is separated by the use of an oligonucleotide containing PCR sequence coupled to biotin at the 5’end. The oligonucleotide also contains a stretch of 30 thymidine residues (oligo-d(T)30) and an anchor sequence (VN)(V = A,G, or C; N = A,G,C or T). The function of the 5’Biotin modification is the ability to pair with streptavidin coated magnetic Dynabeads® (Fig. 2C). The mRNA transcripts are captured by the Oligo-d(T)30VN beads and a magnet used to move the complex to one side of the well. The lysate containing gDNA is subsequently transferred to a new plate. Following separation, gDNA and mRNA is individually processed and sequenced, allowing for correlation of genomic mutations with gene expression. The G&T-seq workflow is the second cheapest (12 € per single cell), however also the most demanding protocol to set up (Table 2). Each reagent has to be individually purchased and solutions prepared. The RT step also requires specialized equipment (Eppendorf Thermomixer C) for on-bead SMART-seq2 conduction. Throughout this article the protocol is referred to as G&T.

### SMART-seq3

SMART-seq3 is also a full-length scRNA-seq protocol with implemented UMI’s in the 5’end of full-length RNA transcripts [20]. The principle for adding UMIs is to establish a unique identity of each RNA molecule. During PCR amplification, each cDNA containing the same UMI will be considered derived from the same transcript molecule. Inclusion of UMI’s counting gives the protocol higher power in regard to CNV detection. It has been suggested that SMART-seq3 improve sensitivity of original SMART-seq protocols to a sensitivity level resembling single-molecule RNA fluorescence in situ hybridization (smRNA FISH). The protocol chemistry differs from previous generation SMART-seq by switching of the salt components from KCl to NaCl, utilisation of a next-generation MMLV RT, including 5% PEG during RT to improve cDNA yield, and finally by addition of GTPs during RT to support TS. This protocol has been reported to be more sensitive than SMART-seq2 protocol [20, 21]. In this comparison, final library preparation was performed using Nextera XT Library preparation kit (Illumina, USA). This protocol is the cheapest at 10 € per single cell when processing 12 reactions (Table 2). This price includes RT and PCR amplification, as well as final library preparation (Fig. 2D). From here on, this protocol is referred to as SS3.

### Quality measures for single cell RNA-seq

Common quality metrices applied in scRNA-seq are library size and nr. of genes detected per cell. Library size is the total sum of mapped sequencing reads (counts) across all genes for a single cell. Library size mainly depends on sequencing depth but given that an adequate number of reads have been obtained from sequencing, cells with small libraries can be considered of low quality. Small library size can be the result of RNA degradation due to either contamination (e.g. RNases), apoptosis, inefficient transcript capture before first strand synthesis or cDNA amplification. Importantly for our comparison, library size may also depend on protocol chemistry, reflecting the ability of adaptor-ligated fragments to anneal to oligos on the flow cell. Often of interest for scRNA-seq protocols is the ability to detect the vast repertoire of different gene transcripts within each single cell. The more genes a protocol is able to identify the more sensitive the protocol is evaluated. Here, we assess each protocol’s ability to detect endogenous mRNA transcripts of single cells.

To account for technical biases in a full-length RNA-seq protocol, External RNA Control Consortium spike-ins (ERCCs) can be added. ERCCs consist of 92 synthetic transcripts of bacterial origin that function to standardise sequencing experiments by adding an equal amount to each single cell reaction prior to processing steps. ERCCs show minimal sequence homology with endogenous eukaryotic transcripts, but feature a poly-A tail, have different GC-content and vary in lengths [22]. The total proportion of reads mapping to ERCC spike-ins can be used to assess the quality of input cells, because it can be assumed to be inversely proportional to good-quality fragments from the cell which are available for sequencing [3]. Applying ERCCs in a sequencing experiment can also be used to account for biases such as primer capture- efficiency, batch effects and absolute RNA content estimation, because the same amount and concentration is added to each sample. The proportion of mitochondrial (MT) mapping reads, can also be used as a QC metric for cell quality [3]; the reason being that transcripts within mitochondria are better protected both from leakage and degradation [3, 10]. The different mitochondrial genome consist of 37 genes, and captured MT genes can be assessed as an endogenous capture-efficiency control the same way synthetic ERCCs spike-ins are used.

## Results

### Data generation

Data was obtained by sequencing cells from breast cancer cell line T47D. mRNA from 13 single cells was amplified using Takara® SMART-seq® High-Throughput (HT) kit and G&T-seq protocol, while mRNA from 14 single cells was processed using NEB® NEBNext® Single Cell/Low Input RNA Library Prep Kit for Illumina and SMART-Seq3 protocol (Table 2). For retrieval of homogenous cell populations, cells were stained for, and selected by, expression of human EpCAM and Integrin α6 (CD49f) (Fig. 3A, Additional file 1: Fig. S1) [23, 24]. 

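EpCAM is encoded by EPCAM (ENSG00000119888; chromosome 2, 47345158 to 47387601), and had reads in 11 kept G&T cells, 11 Takara cells and 10 NEB cells. Its pooled expression was 186 CPM in G&T (95% Poisson interval 177 to 194), 501 CPM in Takara (488 to 514) and 185 CPM in NEB (176 to 195). Across cells the mean was 191 ± 87.5 CPM (SD, n = 11 cells) in G&T, 503 ± 96.9 in Takara and 193 ± 176 in NEB, so the Takara level stood above the G&T level by more than the spread between cells. Integrin α6 is encoded by ITGA6 (ENSG00000091409; chromosome 2, 172427354 to 172506459). It was detected in 11 G&T cells at 34.9 CPM pooled (31.3 to 38.9), in 10 Takara cells at 11.4 CPM (9.58 to 13.5) and in 5 NEB cells at 30.5 CPM (26.8 to 34.6). The SD of ITGA6 across cells was 33.6 CPM in G&T, 13.3 in Takara and 72.0 in NEB, and the gap of each pair of protocols lay within the larger of their SDs. The gap between G&T (mean 37.4 CPM) and Takara (12.2 CPM) exceeded the Takara SD. The genes of the CD45 and CD31 stains of the sort were nearly absent. PTPRC (CD45, ENSG00000081237; chromosome 1, 198638457 to 198757476) had 2 reads in 1 G&T cell. PECAM1 (CD31, ENSG00000261371; chromosome 17, 64319415 to 64413776) had 12 reads in 2 G&T cells. Neither had a read in Takara or NEB cells, where a count of 0 allows up to 0.256 CPM and 0.376 CPM.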

Cells were sorted by FACS into lysis buffer compatible with each protocol (Methods). 

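The deposited data cover 40 single cells of T47D, a human breast cancer cell line, all from 1 culture at passage 10: 13 G&T cells, 13 Takara cells and 14 NEB cells. SMART-Seq3 cells were not analysed here. Each protocol had its own plate and sequencing run, so protocol and run cannot be told apart, and a protocol counts as 1 sample whose cells are not replicates of it. The authors trimmed the reads, aligned them to GRCh38 with STAR, and deposited 1 table per protocol with the number of reads counted on each gene in each cell, before any filter on cells and without normalization. Each table lists 60279 genes by Ensembl identifier, 92 ERCC spike-ins and 4 categories of unassigned reads. There are no molecular identifiers, so reads are not independent molecules, and the intervals and limits given for counts cover counting error only. The library size of a cell was taken as its reads on genes and ERCC spike-ins. Among the cells that passed the paper's quality thresholds it ranged from 672328 to 1192383 in G&T cells (median 818577), from 827663 to 1297218 in Takara cells (median 1074823), and from 720899 to 1021613 in NEB cells (median 811658). All reads of a cell, the unassigned ones included, averaged 1308459.5 in G&T, 1341940.0 in Takara and 1099107.5 in NEB cells. A gene was called detected in a cell with at least 1 read, and ERCC spike-ins were not counted among the genes. Means, SDs and ranges describe the cells of 1 run, and no test was made across cells. Where depth could matter, cells were compared at the library size of the smallest kept cell by the number of genes expected after random thinning. Gene types, coordinates and transcript lengths came from GENCODE release 44 on GRCh38, which holds 56104 of the listed genes. The genes without a match took 0.111% of the G&T, 0.0672% of the Takara and 0.195% of the NEB reads on genes.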

Cells had same cell line origin and yielded similar results on measured parameters, and the major contributor to variability between single cells was cell cycle stage (Fig. 3A, Additional file 1: Fig. S2). 

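Cell cycle stage was assigned with cyclone, the caller of Fig. S2, from the human marker pairs of scran. Of the 11 kept G&T cells, 1 was called G1 (9.09%, exact binomial interval 0.23% to 41.3%), 5 S and 5 G2M (45.5% each, 16.7% to 76.6%). Takara cells were called G1 in 8 cases (72.7%, 39.0% to 94.0%) and G2M in 3 (27.3%, 6.02% to 61.0%), and none was called S, where a count of 0 allows up to 28.5%. NEB cells were called G1 in 6 cases (54.5%, 23.4% to 83.3%), S in 3 and G2M in 2 (18.2%, 2.28% to 51.8%). Cyclone assigns S where neither the G1 nor the G2M score passes its threshold. G&T cell B1 and NEB cells B1 and C2 were called S in this way, with S scores of 0.215, 0.0420 and 0.0540 that lay below their other scores. Thinning every cell to the smallest kept library left the number of cells called in each stage as it was. Seurat's scoring of the same cells gave 3 G1, 3 S and 5 G2M in G&T, 4 G1, 3 S and 4 G2M in Takara, and 6 G1, 1 S and 4 G2M in NEB. With 11 cells per protocol, the intervals of Seurat's stages overlapped between protocols. Seurat scored the cells of each protocol separately, so its stages are relative to that protocol's cells. A difference between protocols may be lost in this, so the overlap does not argue against one. Under cyclone, the interval for G1 in Takara overlapped that in G&T only between 39.0% and 41.3%. From the shared cell line origin and the similar values, the paper reasons that the cells can serve as biological replicates.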

We therefore consider each cell of same identity and use cells as biological replicates for benchmarking robust sequencing results. Single cells were sequenced in groups according to processing protocol on Miseq (Illumina, USA), aiming at a sequencing depth of one million reads for sufficient capture of genes across protocols (Fig. 3B) [5, 25, 26]. 

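The number of genes expected at smaller depths was computed for each cell by thinning its counted reads. At 5000 reads the kept cells detected 2170 ± 270 (SD, n = 11) genes in G&T, 2338 ± 58.0 in Takara and 1746 ± 104 in NEB. At 100000 reads they detected 8243 ± 921, 8213 ± 223 and 4337 ± 527 genes, and at 500000 reads 10737 ± 1079, 10474 ± 372 and 5063 ± 623. From 100000 to 500000 reads the number rose by 30.5% in G&T, 27.5% in Takara and 16.7% in NEB, so none of the curves was flat at these depths. Over all deposited cells the means at 100000 reads were 8054 ± 1099 in G&T, 7124 ± 2684 in Takara and 3925 ± 1336 in NEB. At 500000 reads 2 Takara cells were too shallow to enter.

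**Figure D1:**
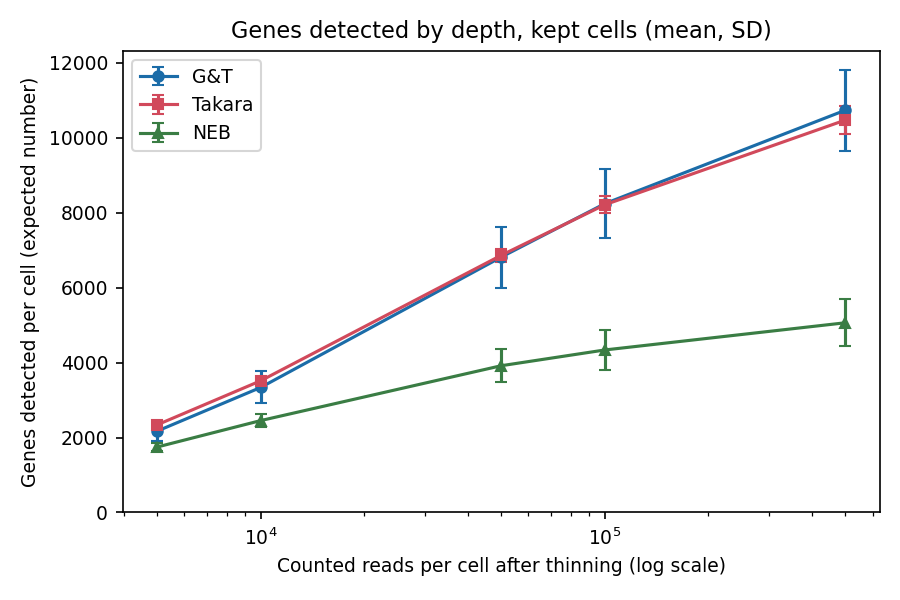
Expected number of genes detected per cell (vertical axis) against the counted reads kept after thinning (horizontal axis, log scale), as mean and SD over the 11 kept cells of each protocol. The G&T and Takara means differ by less than the G&T SD from 5000 to 500000 reads, and the NEB mean lies below both.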

Following quality control (QC) and filtering, 11 cells from each protocol were kept in each dataset (Table 2). 

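The 4 thresholds of the methods, at least 1000 genes, a library size of at least 600000, at most 30% MT reads and at most 25% ERCC reads, were applied to the 40 deposited cells. They kept 33 cells, 11 per protocol, and removed 7. G&T cell C2 had 33.7% MT reads and G&T cell F1 a library size of 596867. Takara cell C2 had a library size of 176506 with 91.3% ERCC reads, and Takara cell F1 a library size of 245311 with 96.7% ERCC reads. NEB cell B2 had 28.4% ERCC reads, NEB cell F1 a library size of 509892 with 99.7% ERCC reads, and NEB cell F2 a library size of 584698. The genes detected in these cells numbered 7898 and 10685 in the G&T cells, 2448 and 615 in the Takara cells, and 2812, 859 and 5919 in the NEB cells. With a library minimum of 500000, 12 G&T, 11 Takara and 12 NEB cells remained, and the same numbers remained with the library and gene thresholds alone.

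**Figure D2:**
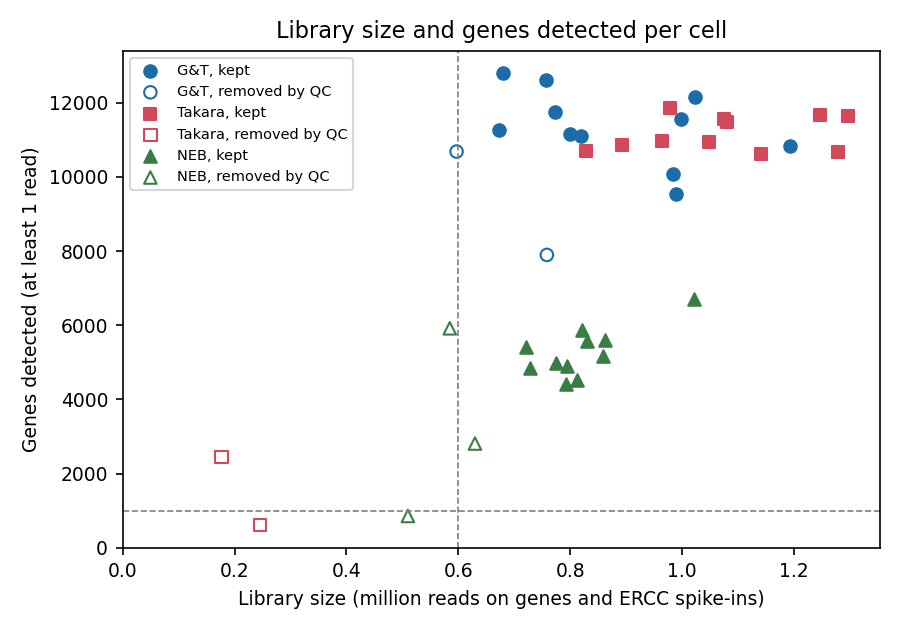
Genes detected (vertical axis) against library size in units of 1e6 reads (horizontal axis) for each of the 40 cells, with filled symbols for kept cells, open symbols for removed cells and dashed lines at the library and gene minimums. The 7 removed cells include 3 with over 90% ERCC reads, at the lower left and bottom of the plot.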

Processing of Cells and sequencing was performed uniformly for all tested protocols.

**Fig. 3:**
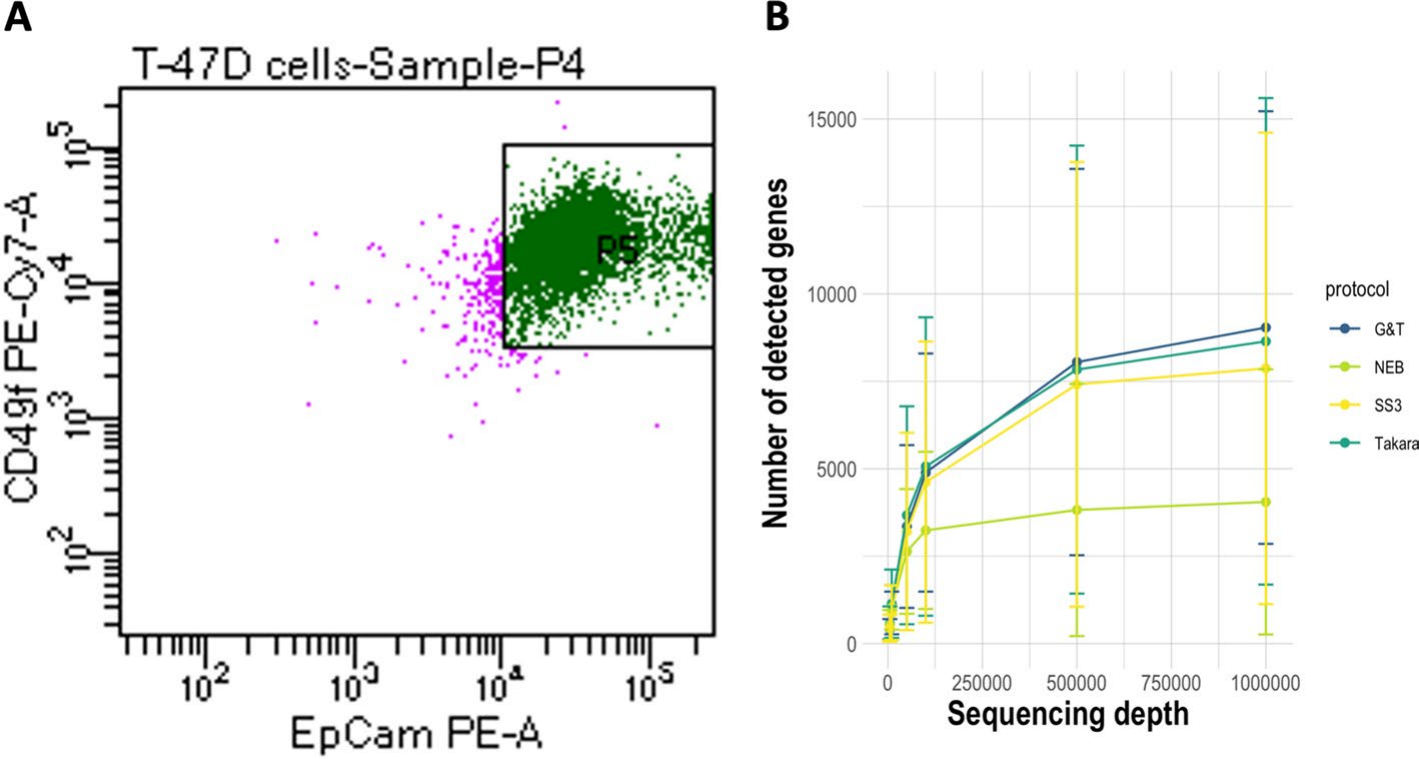
Cell Selection & Gene Saturation. **A** Homogenous EpCAM^+^/CD49f.^+^ T47D cells sorted into lysis buffer containing 96-well plates by fluorescent activated cell sorting. **B** Gene capture saturation prior to filtering performed by resampling subsets of total reads to 5000, 10.000, 50.000, 100.000, 500.000 and 1 million reads per cell using seqtk (https://github.com/lh3/seqtk)

### Takara® had highest cDNA yield, NEB® had lowest

In order to assess the RT and PCR amplification step, the total amount of cDNA was measured from each single cell library post PCR amplification. Takara®, G&T, and SS3 processed cells were subjected to 20 cycles of PCR amplification, whereas 22 cycles were necessary for successful amplification of NEB® processed cells. Cells processed using Takara®, and G&T had a total cDNA yield of ~ 84 ng (σ = 19 ng) and ~ 59 ng (σ = 7 ng) per single cell, respectively. (Fig. 4A). NEB® cells had the lowest average total cDNA yield of ~ 39 ng per single cell (σ = 20 ng) (Fig. 4A), despite the increased number of PCR cycles applied. SS3 had cDNA yield of ~ 48 ng per single cell (σ = 22 ng), not significantly different from NEB® (Fig. 4A).

**Fig. 4:**
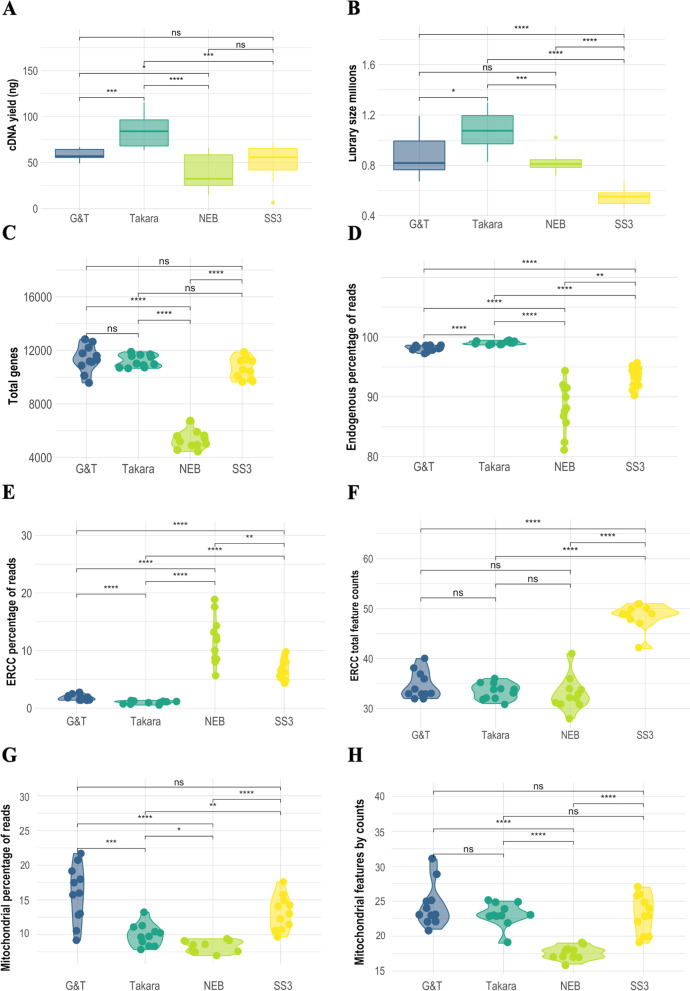
Comparative quality metrics from scRNA-seq data generated with NEB®, Takara®, G&T and SS3 protocols. **A** cDNA ng/yield following mRNA amplification in each protocol. **B** Library sizes millions. **C** Total nr. genes detected per single cell. **D** Percentage of reads mapping to endogenous genes per single cell. **E** Percentage of reads mapping to exogenous genes; ERCC spike ins per single cell. **F** Nr. Captured ERCC genes per single cell. **G** Percentage of reads mapped to mitochondrial (mt) genes per single cell. **H** Nr. Captured MT genes per singe cell. Each dot represents a single cell. Significance level cut-off: ns:*p* < 0.05, *:*p* <  = 0.05, **:*p* <  = 0.01, ***:*p* <  = 0.001, ****:*p* <  = 0.0001

### Takara® cells had largest libraries, SS3 had the smallest

In order to evaluate amplification efficiency, we assessed library size of each protocol. Single cell cDNA libraries where sequenced to the same depth and same sequencer, providing each protocol the possibility to obtain 1 million reads per single cell [5, 25, 26]. Given that sequenced cells are of equal type and quality, the capturing and amplification efficacy of the protocol reagents may lead to less than the targeted amount of reads (Fig. 4B, Table 3). 

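Over the kept cells the mean library size of Takara was 1075480 reads (SD 155562, n = 11 cells). The G&T mean lay below it by an amount larger than that SD, with a difference of -195135.5 reads for G&T minus Takara, and the NEB mean lay 255669 reads below it. With no cell removed the Takara mean was 942469.5 reads (SD 354652, n = 13), since the pair of Takara cells with over 90% ERCC reads had small libraries. The G&T minus Takara difference was then -93324 reads, within the spread between cells. Without ERCC reads the Takara mean was 1065153 reads. Every library was pooled by concentration before sequencing, so its size also reflects that pooling. With unassigned reads included, kept cells averaged 1308459.5 reads (SD 197913.6) in G&T and 1341940.0 (SD 194504.4) in Takara. These means lie within the spread between cells, which argues against pooling as the main source of that gap. Unassigned reads took 33.0% in G&T and 19.8% in Takara. For NEB, with 1099107.5 reads, pooling stays open. The paper's test of the library size difference took the cells as replicates.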

Takara® cells had significantly (*p* < 0.02) larger libraries than remaining protocols with an average library size of 1.08 × 10^6^ reads per cell (σ = 0.2 × 10^6^ reads) (Fig. 4B, Table 3). 

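In G&T cells the mean library size was 880345 reads (SD 165622, n = 11 cells), and in NEB cells 819812 reads (SD 81097, n = 11 cells). The gap of 60533 reads between them was smaller than the SD in either protocol. All 13 deposited G&T cells averaged 849145 reads (SD 172464), and all 14 NEB cells 767298 reads (SD 128496). With ERCC reads left out, the kept cells averaged 863661 reads in G&T and 724881 in NEB.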

G&T and NEB® cells had an average library size of 0.88 × 10^6^ reads per cell (σ = 0.2 × 10^6^ reads) and 0.82 × 10^6^ reads per cell (σ = 0.8 × 10^5^ reads), respectively (Fig. 4B, Table 3). However, NEB cells showed the most consistent library sizes yield across cells, between 0.72 – 1.02 × 10^6^ (Fig. 4B, Table 3). 

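The coefficient of variation of the library size across the kept cells was 9.89% in NEB, 14.5% in Takara and 18.8% in G&T. Counting all deposited cells, it was 16.7% in NEB, 20.3% in G&T and 37.6% in Takara. The reads on genes alone varied by 13.1% in NEB, 14.5% in Takara and 18.6% in G&T over the kept cells. Over all deposited cells they varied by 34.1% in NEB, 46.5% in Takara and 20.5% in G&T, so G&T was then the lowest. Each figure rests on the cells of 1 run.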

SS3 cells had the smallest libraries with an average of 0.55 × 10^6^ reads per cell (σ = 0.6 × 10^5^ reads) (Fig. 4B, Table 3), but also showed most gene body coverage bias, while G&T and Takara® showed least (Fig. 5B). The amount of genes with a coverage of at least 1x, 5x, 10x, and 100x, respectively (Fig. S6) reveals that SS3, G&T and Takara® produces a high coverage on many genes, and NEB produces a high coverage on few genes. Takara and G&T are consistently highest for each of the coverage thresholds.

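Read minimums per gene were counted in place of coverage, which the count tables do not hold. At least 10 reads were found on 7747 ± 401 (SD, n = 11) genes per Takara cell, 7211 ± 753 per G&T cell and 4055 ± 534 per NEB cell. At least 100 reads were found on 2202 ± 293 genes in Takara, 1597 ± 149 in NEB and 1520 ± 291 in G&T, where the gap between NEB and G&T was smaller than the spread between cells. At least 1000 reads were found on 109 ± 27.1 genes in Takara, 90.5 ± 44.1 in G&T and 84.0 ± 21.0 in NEB, all within the spread between cells. The libraries differ in size, and thinned to the smallest kept library the genes with at least 100 reads numbered 1400 in Takara, 1327 in NEB and 1137 in G&T. With at least 1000 reads there were then 48.1 in Takara and 59.9 in NEB, the opposite order to that without thinning.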

**Table 3:** Table constituting summary of average library size, total genes captured, capture-efficiency of control genes

Protocol	NEB®	Takara®	G&T	SS3
Lib. Size (Millions)	0.82	1.06	0.88	0.55
sd	0.08	0.16	0.17	0.07
Total Features	5.310	11.211	11.382	10.677
sd	660	463	990	802
MT Features	18	23	24	23
sd	0.92	1.73	3.08	2.71
ERCC Feature	33	34	35	49
sd	3.38	1.57	2.69	2.5

MT and ERCC’s per single cell following filtering for protocols NEB®, Takara®, G&T, and SS3

*Sd* Standard error

**Fig. 5:**
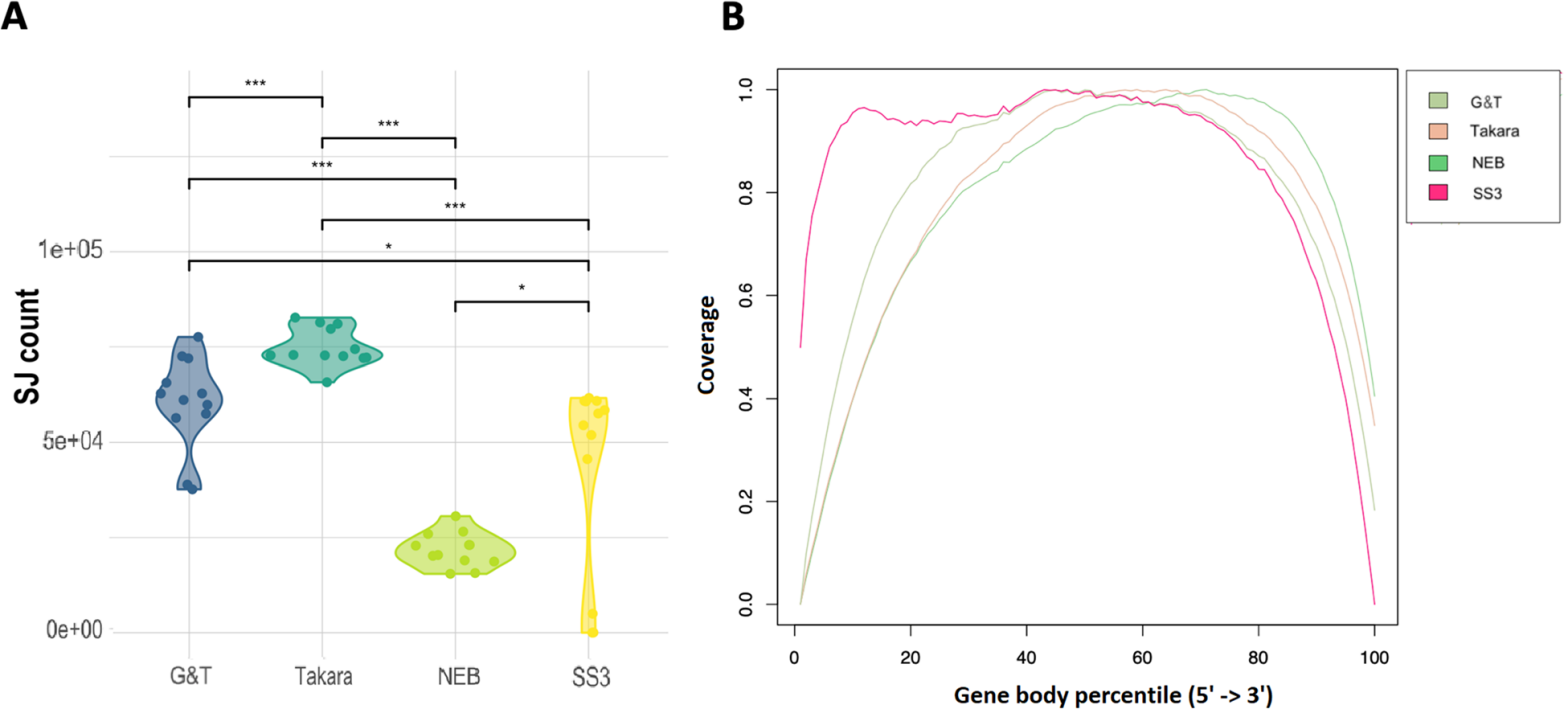
**A** Total number of Splice Junctions detected in the samples of each protocol. **B** Gene body coverage plot

### NEB® had the lowest capture-efficiency of control genes

Low fraction of reads mapping to ERCC and MT genes is a marker of high quality and robustness in single cell protocols [3]. 

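The share of the library on ERCC spike-ins averaged 0.968% ± 0.264 (SD, n = 11 cells; range 0.538% to 1.33%) in Takara, 1.86% ± 0.474 (1.37% to 2.75%) in G&T and 11.7% ± 4.10 (5.66% to 18.9%) in NEB. No kept NEB cell reached down to the range of the other protocols. G&T and Takara ranges did not overlap. With all deposited cells the means were 15.3% ± 35.0 in Takara (n = 13), 2.28% ± 1.47 in G&T (n = 13) and 18.8% ± 24.1 in NEB (n = 14), and the order of Takara and G&T changed through the Takara cells C2 and F1.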

Takara® cells had the lowest average proportion of reads mapped to ERCC spike-ins at 0.97% (σ = 0.26%), compared to G&T, SS3 and NEB® with 1.86%, 6.8%, and 11.75%, respectively. The ability to recapture ERCC was greatest for SS3 with an average of 48 out of 92 spike-ins, and similar for remaining protocols with 35 by both G&T and Takara®, 33 for NEB® (Fig. 4E F, Table 3). 

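Of the 92 spike-ins, 34.6 ± 2.69 (SD, n = 11 cells) were detected per G&T cell, 33.5 ± 1.57 per Takara cell and 33.0 ± 3.38 per NEB cell, and these differences were smaller than the spread between cells. Requiring at least 5 reads gave 29.2 in G&T, 28.4 in Takara and 31.7 in NEB, which changed the order. NEB cells had more reads on spike-ins to detect them with. Thinned to 5783 ERCC reads in every cell, the expected number was 32.4 ± 2.38 in G&T, 32.7 ± 1.44 in Takara and 29.8 ± 2.29 in NEB. The means over all deposited cells were 34.5 in G&T, 34.3 in Takara and 32.0 in NEB.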

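Reads on the 37 mitochondrial genes made up 15.8% ± 4.07 (SD, n = 11 cells; range 9.18% to 21.7%) of the library in G&T cells, 9.91% ± 1.58 (7.84% to 13.2%) in Takara cells and 8.28% ± 0.843 (6.97% to 9.39%) in NEB cells. The G&T mean exceeded the others by more than its SD, although the lowest G&T cells lay within the Takara range. The Takara and NEB ranges overlapped, and their gap was near the Takara SD. As a share of reads on genes alone, the means were 16.1%, 10.0% and 9.40%. In all deposited cells the means were 17.5% ± 6.23 in G&T, 8.40% ± 3.97 in Takara and 7.41% ± 2.37 in NEB. The ribosomal RNA genes MT-RNR1 and MT-RNR2 took 9.32% ± 3.25 of the library in G&T, 2.16% ± 0.445 in Takara and 0.358% ± 0.111 in NEB. The 13 protein-coding mitochondrial genes took 6.52% ± 1.82, 7.75% ± 1.23 and 7.92% ± 0.777.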

G&T, Takara®, NEB and SS3 cells had an average proportion of reads mapped to MT transcripts at 15.84% (σ = 1.6%), 9.91% (σ = 1.6%), 8.3% (σ = 0.84%), and 13.1% (σ = 2.5%) respectively. Average MT transcripts covered per cell for G&T, Takara®, and NEB was 24 (σ = 3.07), 23 (σ = 1.72), 18 (σ = 0.92), and 22 (σ = 2.7) transcripts per cell out of 37 MT genes. 

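The number of mitochondrial genes with at least 1 read was 24.4 ± 3.07 (SD, n = 11 cells; range 21 to 31) per G&T cell, 23.2 ± 1.72 (19 to 25) per Takara cell and 17.6 ± 0.924 (16 to 19) per NEB cell. G&T and Takara differed by less than the spread between cells, and NEB lay below both by more than it. With at least 5 reads the means were 18.5 in G&T, 16.6 in Takara and 16.0 in NEB, so most of the gap came from genes with few reads. Without removal of cells they were 24.3, 21.4 and 17.0.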

(Fig. 4G H, Table 3). The correlation between MT and ERCC may contribute to the understanding of the cell quality, in general the two should correlate equally among single cells. A higher fraction of ERCCs may indicate poor quality transcripts (eg. necrosis), whereas a higher fraction MT reads may indicate cell leakage. The correlation varied among protocols spanning from positive correlation (G&T: 0.9, Takara®: *ρ* = 0.33, SS3: *ρ* = 0.008) to negative correlation (NEB®: *ρ* =-0.64).

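Across the 11 kept cells of each protocol, the percentage of reads on ERCC spike-ins was correlated with the percentage on MT genes, and no p-value was computed because the cells are not replicates. In G&T, Spearman's rho was 0.0182 and Pearson's r -0.0407. In Takara, rho was 0.436 and r 0.416, with rho from 0.285 to 0.648 with each cell left out in turn and r 0.290 without the 2 cells farthest from the median ERCC percentage. In NEB, rho was 0.0545 and r -8.43e-05, rho ran from -0.139 without cell D1 to 0.406 without cell A1, and r was 0.251 without the 2 farthest cells. The signs of the G&T and NEB values depended on single cells, and the Takara value kept its sign with each cell left out. Both percentages share a denominator. With the MT percentage taken over reads on genes alone, rho in NEB was 0.427. With the removed cells included, rho was 0.275 in G&T, -0.132 in Takara and -0.209 in NEB, and r was 0.750, -0.931 and -0.908. Single removed wells carried most of r in G&T and NEB, which was 0.0351 in G&T without C2 and -0.357 in NEB without F1. In Takara r stayed at -0.881 without F1, with the removed cell C2 still included. These wells were left out in turn after r was seen. A measure chosen after these values were seen, the numbers of ERCC spike-ins and MT genes detected per cell, gave r 0.778 in G&T, -0.218 in Takara and -0.641 in NEB. From these relations the paper speculates that several quality metrics are needed to describe a cell.

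**Figure D3:**
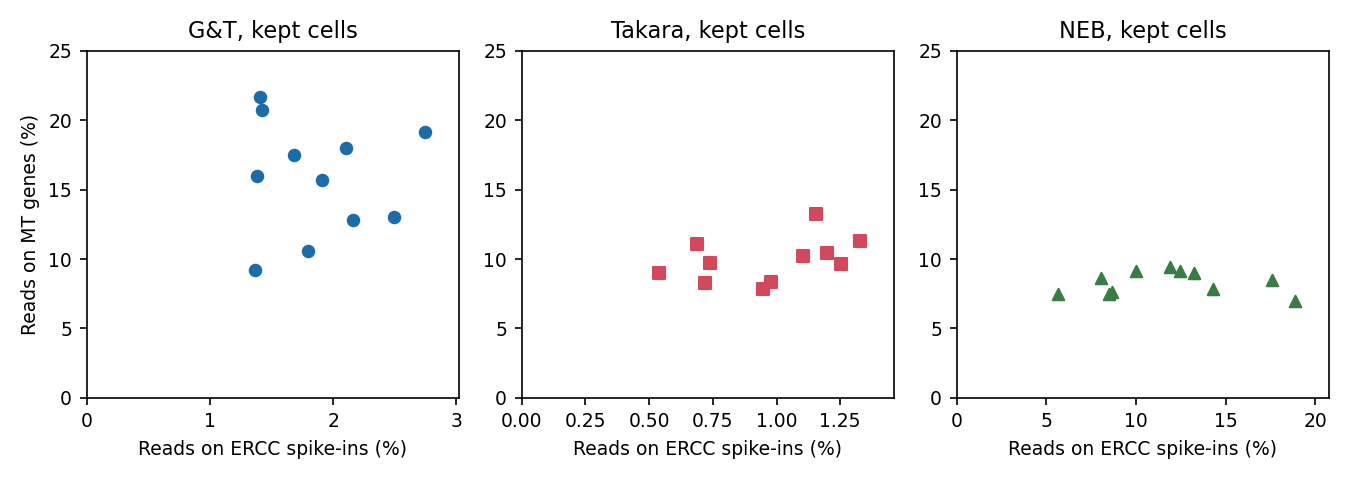
Percentage of reads on MT genes (vertical axis) against percentage of reads on ERCC spike-ins (horizontal axis, scaled per panel) for the 11 kept cells of each protocol. The points spread without a clear slope in G&T and NEB, with rho of 0.0182 and 0.0545, and rise weakly in Takara, with rho of 0.436.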

### G&T cells had the highest average gene count per single cell, NEB® cells had the lowest

In order to evaluate gene capture efficiency, the total number of genes with at least one read mapped was assessed in each single cell. 

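Endogenous reads, those on genes and not on ERCC spike-ins, made up 99.0% ± 0.264 (SD, n = 11 cells) of the library in Takara, 98.1% ± 0.474 in G&T and 88.3% ± 4.10 in NEB, where single cells ran from 81.1% to 94.3%. Reads on genes numbered 55.8 ± 13.5 per ERCC read in G&T, 111 ± 35.1 in Takara and 8.58 ± 3.61 in NEB. The 3 protocols differed by more than the spread between cells in this ratio. In all deposited cells the endogenous share was 84.7% ± 35.0 in Takara, 97.7% ± 1.47 in G&T and 81.2% ± 24.1 in NEB.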

Takara®, G&T, NEB and SS3 produced libraries with an average of 99% (σ = 0.26%), 98% (σ = 0.47%), 88% (σ = 4.09%) and 93% (σ = 1.75%) genes mapped to endogenous genes (Fig. 4D). Cells processed by G&T-seq recaptured the highest average number of 11.382 uniquely expressed genes per single cell (σ = 990). 

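With ERCC spike-ins left out, 11348 ± 991 (SD, n = 11 cells; range 9541 to 12794) genes were detected per kept G&T cell. Counting the spike-ins among the genes gave 11383 ± 990. Over all 13 deposited cells the mean was 11032 ± 1319. Of the alternatives tried, thinning to 100000 reads moved the number most, and at least 5 reads per gene gave 8700 genes.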

Takara® Kit and SS3 protocol produced cells with similar high gene detection at 11.211 genes (σ = 463) and 10.677 genes (σ = 802) respectively. 

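Takara cells detected 11178 ± 463 (SD, n = 11 cells; range 10624 to 11855) genes, or 11211 ± 463 with spike-ins counted. The difference of 171 genes between G&T and Takara was smaller than the SD in either protocol. Its sign depended on the number of reads asked for. With at least 5 reads per gene, Takara cells detected 9050 genes and the difference was -350 genes for G&T minus Takara. At the smallest kept library the expected numbers were 11083 ± 1101 in G&T and 10770 ± 400 in Takara. In all 13 deposited Takara cells, the mean was 9694 ± 3666 genes, which holds the wells C2 and F1. The paper concludes from its comparison of cells that gene detection was similarly high in these protocols.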

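In NEB cells, 5277 ± 661 (SD, n = 11 cells; range 4416 to 6719) genes were detected, 5310 ± 661 with spike-ins counted. Every kept NEB cell lay below every kept G&T and Takara cell. At the smallest kept library the expected number was 5191 ± 628, so library size did not account for the gap. With every cell thinned to 624772 reads on genes, the numbers were 5214 ± 617 in NEB, 10708 ± 392 in Takara and 11022 ± 1093 in G&T. At least 5 reads were found on 4414 genes. All 14 deposited NEB cells averaged 4832 ± 1457 genes.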

NEB® kit had only half the coverage with an average of 5.310 genes per cell (σ = 661) (Fig. 4C, Table 3).

### Data from Takara® cells were most consistent over cells, while NEB® had the largest variance

In order to evaluate reproducibility between samples in each protocol, similarity between single cells was assessed by Spearman correlation coefficient (SCC) between all cells from the same protocol. NEB® processed cells were least similar with an average SCC of *ρ* = 0.52 (σ = 0.02) Takara®, G&T and SS3 cells showed significantly higher similarity between cells with an average SCC value of *ρ* = 0.82 (σ = 0.02), *ρ* = 0.74 (σ = 0.03) and *ρ* = 0.75 (σ = 0.03) respectively (*p* <  < 0.0001) (Fig. 6A). 

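SCC values were computed on CPM over the 25364 genes detected in any kept cell, for the 55 pairs of kept cells within each protocol. Pairs share cells and are not independent, so their SD is a description. The mean was 0.594 (SD 0.0216, range 0.557 to 0.642) in NEB, 0.752 (SD 0.0244, range 0.684 to 0.795) in G&T and 0.835 (SD 0.0158, range 0.809 to 0.877) in Takara, and the ranges of the 3 protocols did not overlap. The choice of genes moved the NEB value most. Over the genes detected in the protocol itself, the means were 0.515 in NEB, 0.742 in G&T and 0.819 in Takara. Thinning to the smallest kept library gave 0.591 in NEB, 0.747 in G&T and 0.833 in Takara. Over all deposited cells the means were 0.539 in NEB, 0.731 in G&T and 0.625 in Takara, with the Takara mean below that of G&T because of pairs with cells C2 and F1. The paper concludes that NEB cells were least similar.

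**Figure D4:**
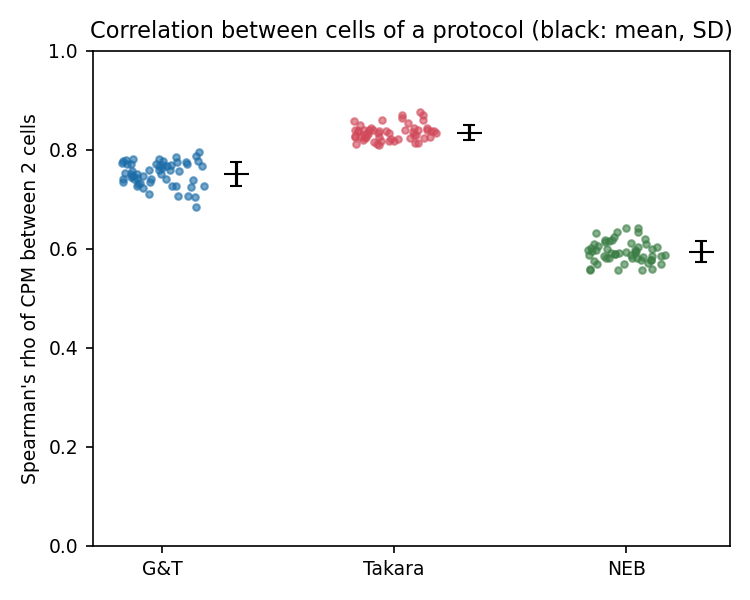
Spearman's rho of CPM between 2 cells (vertical axis) for each of the 55 pairs of kept cells in each protocol (points), with mean and SD in black. The Takara pairs lie from 0.809 to 0.877, above all G&T pairs, and the NEB pairs lie below all G&T pairs.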

The same observation was made when subsetting the correlation geneset to the genes shared between protocols (Fig. S4).

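On the 11099 genes detected in every one of the 3 protocols, the mean SCC was 0.515 (SD 0.0230, range 0.479 to 0.577) in NEB, 0.736 (SD 0.0497, range 0.627 to 0.816) in G&T and 0.837 (SD 0.0241, range 0.795 to 0.893) in Takara. The order of the protocols was that found on all detected genes, and the gap between Takara and G&T was larger than the SD of either. This gene set is wider than the one the paper used, which also required detection in SMART-Seq3 cells.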

**Fig. 6:**
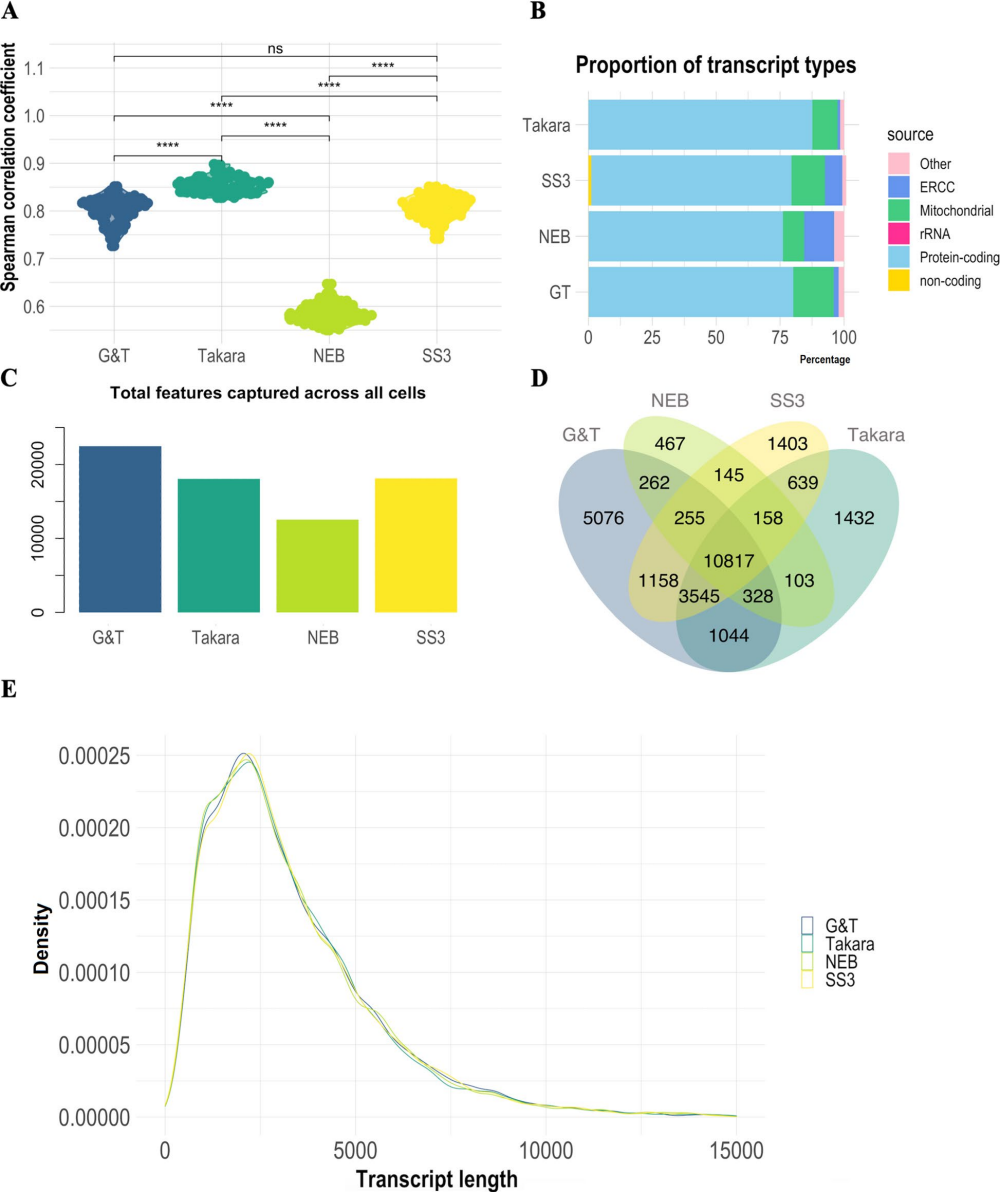
Comparative analysis of cell similarity, transcript type, length and unique genes between scRNA-seq data generated with NEB®, Takara®, G&T and SS3 protocols**. A** Spearman correlation coefficient (SCC) between all cells from the same protocol. **B** Proportion of different transcript types in each library. Non-coding transcript types constitute e.g. tRNA, snRNA, snoRNA, miRNA, miscRNA, lincRNA. **C** Bar-chart illustrating total unique genes captured across all cells by each protocol. **D** Venn diagram visualizing overlap of total captured genes between protocols, and genes captured uniquely in each protocol. **E** Average gene transcripts according to length (bp) across all tested protocols. Significance level cut-off: ns:*p* < 0.05, *:*p* <  = 0.05, **:*p* <  = 0.01, ***:*p* <  = 0.001, ****:*p* <  = 0.0001

### G&T cells captured the greatest number of unique genes across all cells

In order to evaluate the ability of each protocol to capture the vast repertoire of different transcripts, we assessed proportion of transcripts belonging to different biological categories, the total amount of genes captured by each protocol, as well as the amount of genes captured uniquely in each protocol (Fig. 6B C D). Proportion of captured transcript types were similar between all tested protocols (Fig. 6B, Fig. S3). However, Takara® had the largest proportion of transcripts mapping to protein-coding genes with an average of 88% (σ = 1.8%) compared to 80% (σ = 4%), 76% (σ = 3.6%) and 78% (σ = 2.5%) for G&T, NEB® and SS3 respectively (Fig. 6B). 

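Nuclear protein-coding genes, MT genes and ERCC spike-ins took all but a few percent of each library. Long noncoding RNAs took 1.26% ± 0.155 (SD, n = 11 cells) in G&T, 0.962% ± 0.160 in Takara and 3.14% ± 1.16 in NEB. Pseudogenes took 0.701% ± 0.0626, 0.464% ± 0.0305 and 0.400% ± 0.0443, and other noncoding types 0.0696% ± 0.0177, 0.0221% ± 0.00676 and 0.0630% ± 0.00937. The larger long noncoding share in NEB cells exceeded the spread in the other protocols and came mostly from MALAT1 (ENSG00000251562; chromosome 11, 65497640 to 65508073), at 25666 CPM pooled in NEB against 2584 in G&T and 2522 in Takara. By pooled expression, G&T libraries were led by MT-RNR2 (ENSG00000210082; mitochondrial chromosome, 1671 to 3229) at 76614 CPM, MT-RNR1 at 16001 CPM and MT-CO2 (ENSG00000198712) at 13417.5 CPM. Takara libraries were led by MT-CO1 (ENSG00000198804) at 24744 CPM, MT-RNR2 at 20971 CPM and ACTB (ENSG00000075624; chromosome 7, 5526409 to 5563902) at 16262 CPM. NEB libraries were led by MT-CO2 at 37320 CPM, MT-ND4 (ENSG00000198886) at 26184 CPM and MALAT1.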

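Protein-coding genes of the nuclear genome took 87.6% ± 1.79 (SD, n = 11 cells; range 83.8% to 89.6%) of the library in Takara, 80.2% ± 4.03 (75.0% to 87.4%) in G&T and 76.2% ± 3.62 (71.3% to 81.9%) in NEB. The Takara mean exceeded the others by more than the SDs, although the ranges of Takara and G&T overlapped. MT genes and ERCC spike-ins fill most of the rest. With both left out of the denominator, the shares were 98.3% ± 0.216 in Takara, 97.4% ± 0.263 in G&T and 95.3% ± 1.30 in NEB. In all deposited cells the shares were 74.8% ± 31.3 in Takara, 77.8% ± 8.19 in G&T and 69.6% ± 21.3 in NEB.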

Takara also had the smallest proportion of unmapped transcripts whereas G&T had the highest (Fig. S3). 

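Unmapped reads made up 2.61% ± 0.936 (SD, n = 11 cells) of all reads in Takara cells, 3.52% ± 0.228 in NEB cells and 6.73% ± 2.21 in G&T cells. The G&T mean exceeded the others by more than its SD, while Takara and NEB differed by less than the Takara SD. All unassigned reads together made up 19.8% ± 2.21 in Takara, 25.4% ± 2.53 in NEB and 33.0% ± 4.05 in G&T. Over all deposited cells, the unmapped share was 9.56% ± 17.0 in Takara, 3.76% ± 0.818 in NEB and 7.38% ± 3.30 in G&T. Takara cells C2 and F1 had 46.0% and 49.6% unmapped reads.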

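Across the 11 kept cells of each protocol, 22428 genes had at least 1 read in G&T, 18015 in Takara and 12479 in NEB, and 22485, 18066 and 12535 with ERCC spike-ins counted. These are sums over 1 set of cells and have no replicate. Genes in every kept cell numbered 5574 in G&T, 6606 in Takara and 1388 in NEB, and genes in a single cell 6822, 3646 and 3408. Asking for at least 2 cells gave 15606 genes in G&T, 14369 in Takara and 9071 in NEB. Asking for at least 5 reads in a cell gave 15455, 13306 and 10553. At the smallest kept library the numbers were 21925 in G&T, 17180 in Takara and 12316 in NEB.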

G&T samples had the highest amount total genes captured across all cells at 22.485 genes (SS3: 18.120, Takara®: 18.066, NEB®: 12.535,) (Fig. 6C). Additionally, G&T cells had the largest number of genes which were uniquely captured by that protocol with 5.076 genes across all cells (SS3: 1.403, Takara®: 1.432, NEB®: 467) (Fig. 6D). 

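Among these 3 protocols, 6229 genes were captured by G&T only, 2069 by Takara only and 607 by NEB only, and 11099 by all. SMART-Seq3 cells did not enter, so these sets are wider than those of Fig. 6D. Most were captured in a single cell: 77.5% of the G&T set, 78.4% of the Takara set and 85.7% of the NEB set, and none of them in every cell of its protocol. The median number of reads of such a gene over all cells was 3 in G&T, 2 in Takara and 3 in NEB, and 1818, 803 and 232 of them had 1 read. Together they took 0.328% of the G&T, 0.0810% of the Takara and 0.0708% of the NEB reads on genes and ERCC spike-ins. The larger ERCC share in NEB lowers its value. With capture defined as reads in at least 2 cells of a protocol, the sets hold 2359 genes in G&T, 1187 in Takara and 215 in NEB, which include genes with reads in 1 cell of another protocol. Of the annotated genes of each set, protein-coding genes made up 29.6% in G&T, 28.9% in Takara and 18.7% in NEB. The most abundant of the G&T set were a processed pseudogene (ENSG00000250886; chromosome 5, 35081223 to 35081992) at 9.05 CPM in 8 cells, MEIS2 (ENSG00000134138) at 8.74 CPM in 2 cells and RFPL1S (ENSG00000225465) at 8.21 CPM in 4 cells. Of the Takara set they were TNFSF9 (ENSG00000125657; chromosome 19, 6531026 to 6535924) at 12.5 CPM in 8 cells, MAGEA1 (ENSG00000198681) at 10.7 CPM in 6 cells and GJB5 (ENSG00000189280) at 9.47 CPM in 8 cells. Of the NEB set they were a long noncoding RNA (ENSG00000272077) at 24.2 CPM in 2 cells, KLK3 (ENSG00000142515; chromosome 19, 50854915 to 50860764) at 23.2 CPM in 10 cells and FAM133A (ENSG00000179083) at 16.2 CPM in 2 cells. Mean and SD across cells were 7.81 ± 25.6 CPM for MEIS2, 24.7 ± 75.4 for ENSG00000272077 and 18.0 ± 58.5 for FAM133A. The value of each of these genes therefore rests mostly on 1 cell. A count of 0 allows up to 0.316 CPM in G&T, 0.256 CPM in Takara and 0.376 CPM in NEB. From the numbers of captured genes the paper proposes an advantage of G&T in detecting transcripts across cells.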

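Lists of genes for 5 processes were written before the data were examined, and the share of each list detected per cell was computed. They stand in for the pathway sets of Fig. S5, which were not used here. The share detected is also another measure than the enrichment of that figure. All symbols matched the tables. The 38 proteasome genes were detected at 99.8% ± 0.793 (SD, n = 11 cells) in G&T, 99.8% ± 0.793 in Takara and 92.8% ± 4.09 in NEB. The 72 genes of mRNA processing were detected at 99.2% ± 0.955 in G&T, 99.1% ± 0.701 in Takara and 75.6% ± 6.38 in NEB. Gaps were set against 10000 random lists of the same size matched on mean expression, as a description of these libraries. The proteasome gap of 6.94 points between G&T and NEB lay at percentile 2.37 of the random lists, whose median gap was 11.7 points, and that between Takara and NEB at percentile 1.87. The mRNA processing gap lay at percentile 69.2 between G&T and NEB and 57.1 between Takara and NEB. Between G&T and Takara the gaps were 0 and 0.126 points.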

The protocols differed most in the capture of genes related to peptide processing by the proteasome and mRNA processing (Fig. S5). G&T differed from SS3 and Takara® in capture of genes related to histone modifications and further from Takara® in capture of genes related to DNA replication (Fig. S5 B, E). Furthermore, Only G&T and Takara® did not differ in the capture of genes related to Golgi vesicular transportation (Fig. S5E). 

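Of the 61 genes of histone modification, 89.3% ± 5.36 (SD, n = 11 cells) were detected per G&T cell and 89.0% ± 4.40 per Takara cell, a gap of 0.298 points that was smaller than the spread between cells. Random lists matched on expression had a median gap of -2.83 points for G&T minus Takara, and the observed gap lay at percentile 94.7 of them. Of the 47 genes of DNA replication, 91.9% ± 11.3 were detected in G&T and 93.0% ± 8.46 in Takara, and the gap of -1.16 points lay at percentile 54.1. NEB cells detected 40.2% ± 6.69 of the histone modification genes and 47.4% ± 13.9 of the DNA replication genes. For DNA replication the gap to NEB lay at percentile 99.6 in G&T and 99.4 in Takara.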

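Of the 60 genes of Golgi vesicle transport, 96.4% ± 2.21 (SD, n = 11 cells) were detected per G&T cell, 98.5% ± 1.57 per Takara cell and 68.8% ± 12.9 per NEB cell. The gap of -2.12 points for G&T minus Takara was smaller than the G&T SD and lay at percentile 8.76 of the random lists. The gaps to NEB were 27.6 points in G&T and 29.7 points in Takara, at percentiles 85.3 and 92.7, and both were larger than the spread between cells.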

Finally, the distribution of gene transcript lengths reflects expected mammalian transcript distribution, suggesting that neither of the tested protocols had a transcript length bias and demonstrating that mRNA molecular quantification was not influenced on this measure in either of the protocols (Fig. 6E). 

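The length of a gene was taken as that of its longest annotated transcript. The median over the genes detected in a kept cell averaged 3541 bp ± 53.6 (SD, n = 11 cells) in G&T, 3527 bp ± 45.0 in Takara and 3626 bp ± 49.6 in NEB. G&T and Takara differed by less than the spread between cells, and NEB lay above both by more than it. With the median over a gene's transcripts as its length, the values were 1045 bp in G&T, 1055 bp in Takara and 984 bp in NEB, so the sign of each difference depends on how a length is assigned. Over all genes captured by a protocol, the median was 2672 bp in G&T, 3000 bp in Takara and 3344.5 bp in NEB. Detection by length class was counted over the protein-coding genes that every one of the 3 protocols captured. Of genes over 1000 and up to 2000 bp, 92.4% ± 1.15 were detected per Takara cell, 87.8% ± 1.98 per G&T cell and 54.1% ± 7.02 per NEB cell. Of genes over 8000 bp, 84.0% ± 3.78 were detected in Takara, 87.4% ± 4.49 in G&T and 51.3% ± 6.55 in NEB. From the distribution of lengths the paper concludes that quantification was not influenced by transcript length.

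**Figure D5:**
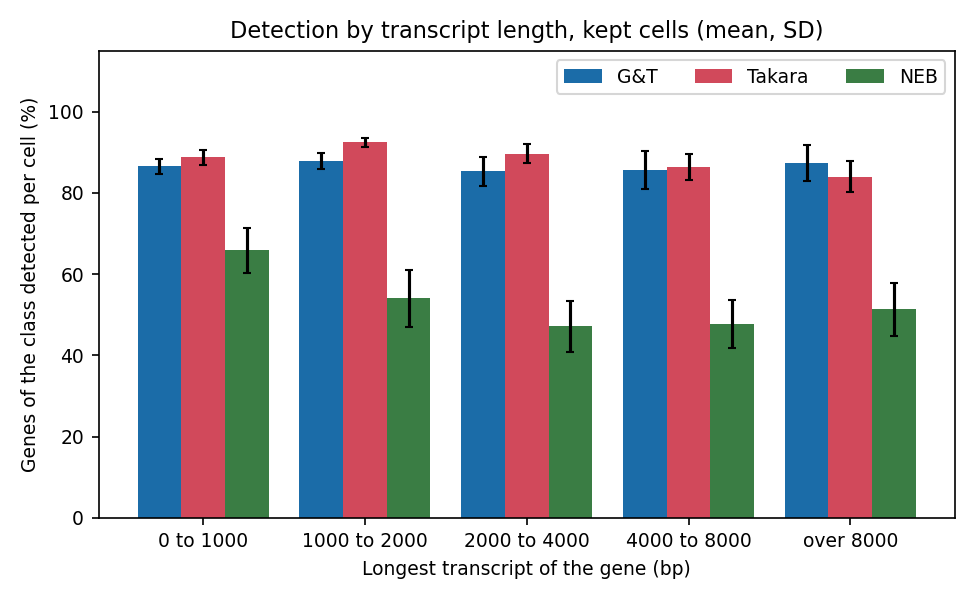
Percentage of the protein-coding genes of a length class, among those captured by all 3 protocols, detected per cell (vertical axis) by the length of the longest transcript in bp (horizontal axis), as mean and SD over the 11 kept cells of each protocol. Detection in Takara falls from 92.4% in the class up to 2000 bp to 84.0% over 8000 bp, and NEB is highest, at 65.8%, up to 1000 bp.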

Takara® and G&T processed cells also captured the most splice junctions, suggesting higher ability to study alternative splicing events between cells (Fig. 5A).

## Discussion

This study is a performance evaluation of four different plate-based scRNA-seq protocols; NEBNext® Single Cell/ Low Input RNA Library Prep Kit (NEB®), SMART-seq® HT kit (Takara®), Genome & transcriptome sequencing (G&T) and SMART-seq3 (Fig. 2). G&T protocol was found most sensitive in regards of gene detection, with the highest detection of genes per single cell (avg. 11.382 genes per cell) but not significantly different from Takara® and SS3 processed cells (avg. 11.211 (*p* = 0.48) & 10.677 (*p* = 0.15) genes per cell respectively) (Fig. 4C, Table 3). Furthermore, G&T captured the greatest number of genes across all single cells (22.284 genes), as well as having most genes uniquely captured by this protocol (5.076 genes) (Fig. 6C D). This suggest that G&T protocol might be superior in detecting transcripts across cells for improved unravelling of heterogeneity within a complex population of cells (e.g. tumor tissue). Takara® protocol showed a high gene detection similar to G&T protocol (avg. 11.211 genes per cell) (Fig. 4C, Table 3). Takara®, G&T and SS3 were found most consistent (SCC = 0.86, SCC = 0.80 and SCC = 0.81), suggesting high degree of reproducibility, especially important in e.g. a clinical setting (Fig. 6A). NEB® protocol was found least sensitive in regard to gene detection, both per single cell (avg. 5.310 genes per cell) and across all cells (12.535 genes) (Fig. 4C, Table 3). Low gene detection might lead to false positive detection of heterogeneity within a cell population, induced by undetected genes and not by true biology. In certain studies, as well as in diagnostics, quantification of single marker genes can be of great relevance, thus a high degree of undetected genes cannot be tolerated.

High correlation between ERCC and mtRNA reads for G&T (*ρ* = 0.9) would suggests robust quality metrics, whereas negative correlation in the case of NEB®(*ρ* = -0.64) could be a result of a competitive situation either during capture or sequencing. However, since the high performing Takara kit and SS3 protocol display little correlation (*ρ* = 0.33 and *ρ* = 0.008) between ERCC and mtRNA, we speculate that several quality metrices are needed to give a full picture of quality, as also suggested by *Ilicic *et al*. 2016.* Thus, results are likely affected by more than just competition for capture or reads. The technical differences between these protocols are believed to be caused partly by chemistry (e.g. LNA vs. no-LNA, lysis buffer, reverse transcriptase etc.) and reaction volume (lower volume = higher sensitivity) [18]. Only SS3 protocol is able to address PCR amplification biases, by implementing UMI’s in the 5’end of full-length RNA transcripts [21]. Inclusion of UMI counts may give the protocol higher power in regard to transcript copy-nr. detection [21]. Plate-based Quartz-seq2 and microfluidic 10xchromium 3’end RNA-seq are two examples of UMI featuring technologies that have previously performed well in regards to gene detection at low read depth [27]. However, the maximum nr. of captured genes remain at best one fourth lower for Quartz-seq2 and one fifth lower for 10xchromium 3’end RNA-seq, compared to G&T and Takara® protocols featured in this study [28–31]. 10xchromium 3’end RNA-seq technology, has also previously shown severe transcript drop-out risk, especially of rare transcripts [6]. Furthermore, both Quartz-seq2 and 10xchromium are not full-length protocols, limiting detection of analysis across all exons, fusion-transcripts, splice-variants, as well as SNP mutation analysis which are especially relevant in e.g. studies of disease [32–34]. 10xchromium 3’end RNA-seq allows parallel sequencing of up to ~ 80.000 cells in a single run; whereas, plate-based methods are limited most often to 96-well or 384-well format. Choosing protocol may therefore often boil down to the choice between high number of processed cells vs high number of detected genes.

Takara®’s SMART-seq® HT kit was evaluated as having the greatest ease-of-use, due to low hands-on-time, achieved by combining the step of reverse transcription and PCR amplification (Fig. 7). The ampure cDNA clean-up step of this protocol was also less time consuming and required fewer steps than NEB®’s Single Cell/ Low Input RNA Library Prep Kit. However, Takara®’s kit featured the highest total price per single cell (73 € Per cell/ sample). Furthermore, Takara®’s kit did not include reagents for final library preparation on Illumina machines and these must be purchased separately. NEB®’s kit included reagents for RT, PCR amplification, and final library preparation on Illumina machines. Even though NEB® did not outperform either G&T or Takara® on single cell metrices, this kit may perform well as a low input RNA-seq protocol—as a cheaper alternative to Takara®’s kit (46 € per cell/ sample). G&T protocol is not commercially available, and it is the second cheapest tested protocol (12 € per cell). G&T is also the most technically challenging to set up and requires some specialized equipment; the separation step of G&T-seq may be performed manually using a magnetic plate, but for more high throughput experiments, experimenters may wish to use a programmable liquid handling robot which could alleviate the manual burden. The RT step of G&T-seq furthermore requires a Thermomixer C (Eppendorf, cat. no. 5382 000.015), to prevent bead precipitation during on-bead RT reaction. The SS3 protocol is likewise not commercially available, and it is the cheapest tested protocol (10 € per cell). Technically SS3 is less requiring to set up than G&T-seq, however the gains of SS3 may be more challenging computationally than remaining protocols.

**Fig. 7:**
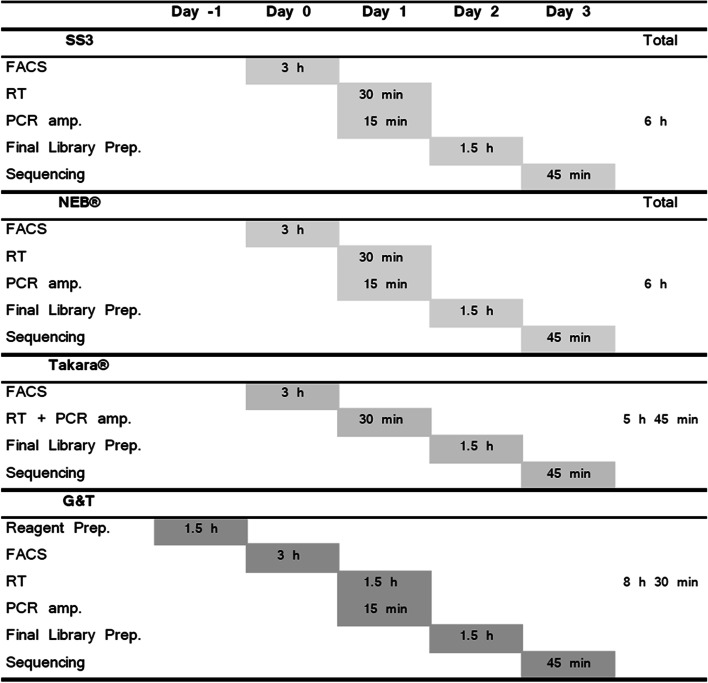
Hands-on time per protocol. Gantt chart featuring estimated hands-on time of each step of each tested protocol. NEB® and SS3 protocol has approximately 6 h of hands-on time. Takara® protocol has approximately 5 h and 45 min of hands-on time, by combining RT and PCR amp. Experimentalist save time both on processing but also leaves option for leaving the plate in thermocycler overnight, potentially saving even more time. G&T protocol has the longest processing time at 8 h 30 min due predominantly to reagent preparation and the separation step between RNA and DNA. All times are estimates assuming a skilled experimentalist with no prior experience with the protocol

## Conclusions

Our comparison found that G&T processed cells showed the highest sensitivity in gene detection and high reproducibility at the lowest price. However, G&T was the most time-consuming and most technically challenging protocol. Takara® processed cells showed a likewise high sensitivity in gene detection similar to G&T processed cells, however at the absolute highest price. Takara® protocol had the greatest ease-of-use, lowest hands-on-time, as well as highest reproducibility across single cells. SS3 showed likewise high gene detection, high reproducibility at low price at entry-level technical requirements. NEB® cells showed lowest sensitivity of gene detection, and lowest degree of reproducibility between single cells. However, NEB® protocol had the advantage of including reagents for both RT, PCR amplification and final library preparation. In conclusion, we would recommend anyone with the skills and patience to perform G&T-seq due to the high sensitivity and reproducibility at a low price. If you are new to the field, Takara® offers a lower entry level protocol with high gene detection and high reproducibility across single cells, however at a higher price.

## Materials & methods

### Single cell suspension

T-47D single cell suspension was prepared by removal of growth medium and subsequent washing of cell layer using 10 ml PBS. Cells were disaggregated with 2 ml TrypLETM Express Enzyme (1X) (cat nr. 12,604,013, GibcoTM, USA) for approximately 2 min in an incubator at 37 C°. Reaction was stopped adding full growth media (RPMI-1640 + GlutaMAXTM (cat nr. 61,870–010, GibcoTM, UK) + 10% Fetal Bovine Serum (FBS) + 5% Penicillin/ Streptamycin) in double the amount of TrypLETM. Suspension was spun down 3 min 1200 rpm. Cells were washed once in PBS, resuspended in FACS buffer (PBS + 0.04% bovine serum albumin (BSA)), and filtered using a 100 μm strainer.

### Cell surface marker staining

Cell suspension was stained with monoclonal antibodies toward human EpCAM (cat nr. 130- 111–116, lot nr. 5,190,125,111, Miltenyi Biotec, Germany) conjugated to R-phycoerythrin (PE) (Ex-Max 496 nm/ Em-Max 579 nm), and Human Integrin α6 (CD49f) (cat nr. 25–0495-80, lot nr. 4,319,156, eBioscienceTM, USA) conjugated to PE-cyanine 7 (PE/Cy7, Ex-Max 496 nm/ Em-Max 785 nm). 4’,6-diamidino-2-phenylindole (DAPI) (Ex-Max 358 nm/ Em-Max 461 nm)(cat nr. 10,236,276,001, Roche Diagnostics GmbH, Germany) was used to discriminate dead from live cells. Concentration was adjusted to 105–106 cells/ml, and antibody added at concentration of 1 μl per 105–106 cells. Cells were incubated 15 min at 4 C° in the dark. Following incubation, dye was diluted, adding 1 ml of FACS buffer. Suspension was subsequently washed once with 1 ml FACS buffer. Pellet was resuspended in 1 ml FACS buffer. 10 μl DAPI was added per 1 ml cell suspension, to a final concentration of 300 nM, 5 min prior to sorting.

### Single cell sorting

Fluorescence activated cell sorting (FACS) was used for isolation of single T47D cells into lysis buffer containing 96-well semi-skirted PCR plates using instrument BD FACSAria™ III (BD bioscience, USA). Controls for calibrating instrument included unstained cells, cells stained with DAPI, and beads compensating for spectral overlap between fluorochromes PE and PE-CY7, using MACS Comp Bead Kits Anti-REA (cat nr. 130–104-693, lot nr. 5,181,012,289, Miltenyi Biotec, Germany) and Anti-RAT (cat nr. 130–107-755, lot nr. 5,181,015,526, Miltenyi Biotec, Germany). Cell suspension was gated to isolate double positive (EpCAM + /CD49f +) single T47D cells. A Multi-cell positive control (50 cells) and an empty-well negative control (0 cells), and at least one RNA-control diluted to 10 pg/ul were provided per plate. Following sorting cells were thoroughly vortexed, spinned down 1 min, flash- frozen in dry-ice and subsequently stored at -80 C°.

### NEBNext® Single Cell/ Low Input RNA Library Prep Kit

Fourteen single cells were processed using NEBNext® Single Cell/ Low Input RNA Library Prep Kit (cat nr. E6420S, New England Biolabs (NEB), USA), and were sorted into 5 μl NEBNext Cell Lysis buffer (0.5 μl NEBNext Cell Lysis Buffer (10x), 0.25 μl Murine RNase Inhibitor, 4.25 μl H_2_O). Protocol was performed according to recommendation by manufacturer with minor changes—1 μl 1:10^6^ dilution of ERCC spike ins (cat nr. 4,456,740, Invitrogen, Thermo Fischer Scientific, Lithuania) were added each single cell lysate prior to RT and PCR amplification was performed applying 22 cycles.

### SMART-seq® HT Kit

Thirteen single cells were processed using SMART-seq® HT kit (cat nr. 634,862, Takara Bio Inc, USA), and were sorted into 12.5 μl FACS dispensing solution (0.95 μl 10xLysis buffer, 0.05 μl RNase Inhibitor,1 μl 3’SMART-Seq CDS Primer II A, 10.5 μl Nuclease-free H2O). Protocol was performed according to recommendation by manufacturer with minor changes—1 μl 1:10^6^ dilution of ERCC spike ins (cat nr. 4,456,740, Invitrogen, Thermo Fischer Scientific, Lithuania) were added each single cell lysate prior to RT, and PCR amplification was performed applying 20 cycles.

### G&T-seq

Thirteen single cells were processed by G&T-seq and were sorted into 2.5 μl RLT Plus buffer (cat nr. 1,053,393, Qiagen, Germany). ScRNA-seq was performed as described by *Macaulay *et al*., 2016.* Single cell DNA sequencing featured in this protocol was not conducted in this experiment, but DNA stored at -80 C°. Each single cell lysate were added 1 μl 1:10^6^ dilution of ERCC spike ins (cat nr. 4,456,740, Invitrogen, Thermo Fischer Scientific, Lithuania) prior to RT. PCR amplification was performed applying 20 cycles.

### SS3

Fourteen single cells were processed by SS3 protocol and sorted into 3 μl SS3 lysis buffer mix [35]. ScRNA-seq was performed as described by *Sandberg *et al*. 2020*. Each well was added a concentration of 1:10^6^ ERCC spike ins (cat nr. 4,456,740, Invitrogen, Thermo Fischer Scientific, Lithuania). PCR mix was prepared using a working concentration of Kapa HiFi HotStart ReadyMix (1X) (Kapa, cat. no. KK2601), Fwrd. primer (0.5uM), Rev. primer (0.1uM). PCR amplification was performed applying 20 cycles.

### Sequencing

T47D single cell cDNA libraries were paired-end sequenced in groups according to each library preparation protocol (13 or 14 single cells per run) on MiSeq Benchtop Sequencer (Illumina, USA), using MiSeq Reagent kit v2 300 cycles (cat nr. MS-102–2002, Illumina, USA). Prior to sequencing each single cell library was diluted to a concentration of 4 nM in EB buffer + 0.1% Tween 20. Prior to sequencing 3 μl of each 4 nM library was pooled in an Eppendorf tube. 5 μl 4 nM pool was mixed with 5 μl 0.2 nM NaOH and incubated 5 min at RT, for denaturing of double stranded cDNA. The denatured sample pool was diluted to a concentration of 20 pM by mixing 10 μl 2 nM sample pool with 990 cold Hybridization Buffer 1 (HT1). Finally, 20 pM sample pool was diluted to a concentration of 10 pM, by mixing 500 μl 20 pM sample pool with 500 μl cold HT1.

### Alignment/ trimming

Illumina sequencing raw reads were converted to fastq files. Fastq files were processed on a bash shell. Raw reads were trimmed using Trim Galore v.0.4.0 [36] with default parameters, where two rounds of trimming were performed. The first trimming removed Nextera XT adaptors (”CTGTCTCTTATACACATCT”), and the second trimming removed cDNA amplification adaptors (”AAGCAGTGGTATCAACGCAGAGT”). Quality assessment of sequencing output was performed by two rounds of FastQC after each trim. Trimmed sequences were aligned using the splice-aware aligner STAR v2.5.2b [37] to Genome Reference Consortium Human Build 38 (GRCh38), with the following parameters: –genomeLoad NoSharedMemory –quantMode TranscriptomeSAM GeneCounts –readFilesCommand zcat –outSAMtype BAM SortedByCoordinate –limitBAMsortRAM 35,000,000,000. STAR output files comprising ReadsPerGene.out.tab for each sample, which were merged into a single tab delimited file, so called “count matrix”, for further analysis.

### Data visualisation

Introductory figures Illustrated using *Biorender* (https://biorender.com/). ScRNA-seq data was imported into R studies as an expression matrix. The count matrix was transformed into a Single Cell Experiment Object (SCE-object) using Rstudios (v3.6.1 Opensource, https://rstudio.com/) package *SingleCellExperiment* (v1*.*6.0). Data graphs were generated using *ggplot2* (v3.3.0). Plots are either Sinaplots [38] or box-plots where with outlier threshold at X and wiskers at Y, stars are denoted based on Wilcoxon test *p*-value; ns: p > 0.05, *: *p* <  = 0.05, **: p < 0.01, ***: p < 0.001, ****: *p* < 0.0001.

### Single cell Quality Control (QC)

Expression level of genes were quantified by CPM (counts per million). Genes with an average expression above zero (CPM > 0) across all cells were kept in the dataset. Cells not expressed in any cell (CPM = 0) were filtered away. Bad quality cells (or empty wells) were filtered away based on the following criteria: 1) cells that had less than 1000 uniquely expressed genes, 2) cells that had library sizes below 0.6e^6^ million reads, 3) cells that had more than 30% reads mapped to mitochondrial genes, and 4) cells that had more than 25% of reads mapped to ERCC spike-inn genes. Data analysis was performed with RStudio (version 3.6.1) using Bioconductor [https://www.bioconductor.org] packages (SingleCellExperiment, sinaplot [38], scater [39], ggplot2, GenomicFeatures [40], sincell [41], TxDb.Hsapiens.UCSC.hg19.knownGene, SummarizedExperiment, robCompositions, splatter [42], reshape2, ggforce, gdata, hrbrthemes, viridis, VennDiagram, DESeq2 [43], dplyr, tidyverse [44], gtable, gridExtra, hrbrthemes, ggforce, ggpubr) following guidelines from [https://scrnaseq-course.cog.sanger.ac.uk/website/index.html].

### Gene body coverage

Read coverage over gene body was analysed using geneBody_coverage method in RSeQC package v4.0.0 [45]. The further visualisation was performed using ggplot2 (v3.3.0) in R.

## Supplementary Information

**Additional file 1: Fig. S1.** Fluorescent activated cell sorting (FACS) of single T47D cells. Cells were stained for EPCAM-PE, CD49f-PE/Cy7, CD31-APC, CD45-FITCH. **Fig. S2.** Cell cycle distribution between single cells of protocol Takara®, G&T, NEB®, and SS3. Cell cycle assignment performed using cyclone (Scialdone et al., 2015). **Fig. S3.** Average proportion of Multimapped, No Feature, Ambiguous and Unmapped transcripts for each protocol. Significance level cut-off: ns:*p*<0.05. **Fig. S4.** Spearman correlation coefficient (SCC) between all cells from the same protocol. The correlation was made from a geneset of the 10817 shared genes shared between the protocols (Fig. 5 D). **Fig. S5.** Pathway enrichment analyses of genes captured differently between cells processed by protocol A) G&T and NEB®, B) G&T and SS3, C) Takara® and NEB®, D) SS3 and NEB®, E) G&T and Takara® and F) Takara® and SS3. KEGG [46] pathway enrichment analysis was performed and visualized by using clusterProfiler (v4.4.4) [47] package from R. **Fig. S6.** Calculations of coverage depth. A) Count of genes that have more than 1X coverage across coding regions.  B) Count of genes that have more than 5X coverage across coding regions.  C) Count of genes that have more than 10X coverage across coding regions D) Count of genes that have more than 100X coverage across coding regions.

## Data Availability

Data analyzed in this paper is publicly available from GEO accession number GSE155506.

## Abbreviations

NEB®: NEBNext® Single Cell/ Low Input RNA Library Prep Kit
Takara®: SMART-seq® HT kit
G&T: Genome & Transcriptome sequencing
SS3: SMART-seq3
SCS: Single Cell Sequencing
HCA: Human Cell Atlas
HuBMAP: Human Biomolecular Atlas Program
NIH: National Institute of Health
scRNA-seq: Single cell mRNA sequencing
FACS: Fluorescent activated cell sorting
UMIs: Unique Molecular Identifiers
SMART-seq HT: Switching Mechanism At the 5' end of RNA Template-sequence High-Throughput
RT: Reverse Transcription
TS: Template Switching
M-MLV: Moloney Murine Leukemia Virus
TSO: Template Switching Oligo
LNA: Locked Nucleic Acid
gDNA: Genomic DNA
MDA: Multiple displacement amplification
smRNA FISH: Single-molecule RNA fluorescence in situ hybridization
ERCCs: External RNA Control Consortium spike-ins
MT: Mitochondrial
QC: Quality Control
SCC: Spearman Correlation Coefficient
FBS: Fetal Bovine Serum
BSA: Bovine serum albumin
PE: R-phycoerythrin
DAPI: 4’,6-Diamidino-2-phenylindole
HT1: Hybridization Buffer 1
GRCh38: Genome Reference Consortium Human Build 38
SCE-object: Single Cell Experiment Object
CPM: Counts per million

# Supplementary material for: Benchmarking full-length transcript single cell mRNA sequencing protocols
**Source:** BMC Genomics. 2022 Dec 29;23:860. doi: 10.1186/s12864-022-09014-5
**Supplement:** Supplementary file 1 — Additional file 1: Fig. S1. Fluorescent activated cell sorting (FACS) of single T47D cells. Cells were stained for EPCAM-PE, CD49f-PE/Cy7, CD31-APC, CD45-FITCH. Fig. S2. Cell cycle distribution between single cells of protocol Takara®, G&T, NEB®, and SS3. Cell cycle assignment performed using cyclone (Scialdone et al., 2015). Fig. S3. Average proportion of Multimapped, No Feature, Ambiguous and Unmapped transcripts for each protocol. Significance level cut-off: ns:p<0.05. Fig. S4. Spearman correlation coefficient (SCC) between all cells from the same protocol. The correlation was made from a geneset of the 10817 shared genes shared between the protocols (Fig. 5 D). Fig. S5. Pathway enrichment analyses of genes captured differently between cells processed by protocol A) G&T and NEB®, B) G&T and SS3, C) Takara® and NEB®, D) SS3 and NEB®, E) G&T and Takara® and F) Takara® and SS3. KEGG [46] pathway enrichment analysis was performed and visualized by using clusterProfiler (v4.4.4) [47] package from R. Fig. S6. Calculations of coverage depth. A) Count of genes that have more than 1X coverage across coding regions. B) Count of genes that have more than 5X coverage across coding regions. C) Count of genes that have more than 10X coverage across coding regions D) Count of genes that have more than 100X coverage across coding regions.

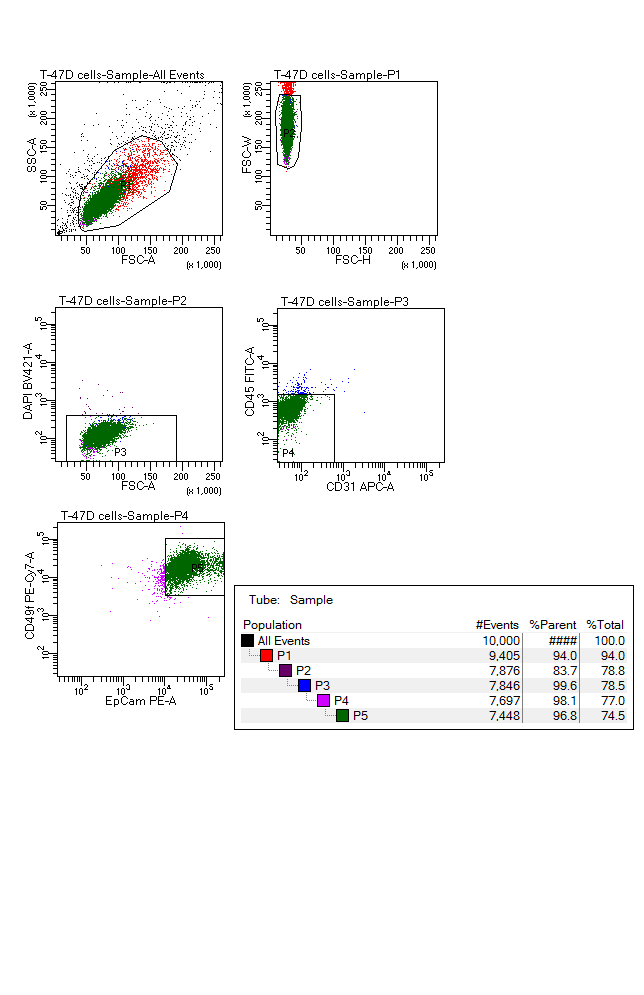
 **Fig. S1**

Fluorescent activated cell sorting (FACS) of single T47D cells. Cells were stained for EPCAM-PE, CD49f-PE/Cy7, CD31-APC, CD45-FITCH. P5: Double positive EPCAM+/CD49f+, sorted into lysis buffer containing 96-well plates according to protocol. P1: Population of live single T47D cells. P2: Singlet T47D cells, discarding doublets. P3: DAPI negative T47D cells, discarding dead/dying cells. P4: CD45-/CD31 negative population, control of non-specific binding of antibodies towards immune and endothelial cells.

**Fig. S2**

Cell cycle distribution between single cells of protocol Takara®, G&T, NEB®, and SS3. Cell cycle assignment performed using cyclone (Scialdone et al., 2015).

**Fig. S3**
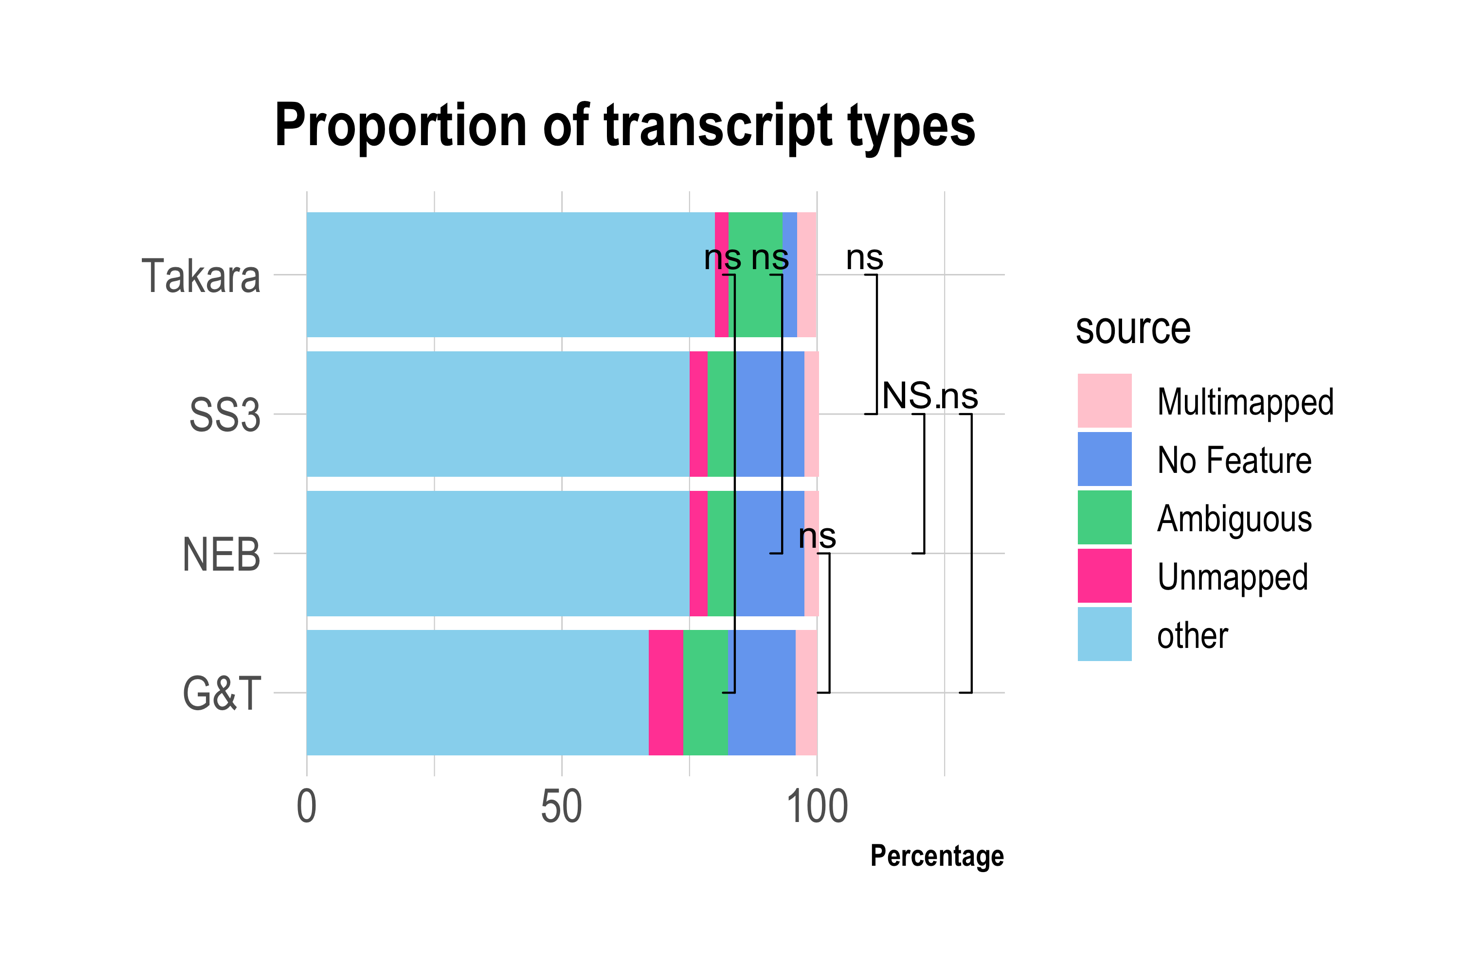
Average proportion of Multimapped, No Feature, Ambiguous and Unmapped transcripts for each protocol. Significance level cut-off: ns:p<0.05.

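The tables list, for each cell, the reads STAR left unmapped, those mapped to several places, those that overlapped no annotated exon and those that overlapped more than 1 gene. As shares of all reads of a kept cell, reads without a feature made up 13.3% ± 5.83 (SD, n = 11 cells; range 5.46% to 23.2%) in G&T, 2.90% ± 1.53 (1.46% to 7.27%) in Takara and 13.4% ± 2.75 (9.39% to 17.6%) in NEB. Ambiguous reads made up 8.79% ± 1.25, 10.6% ± 0.423 and 5.68% ± 0.199, and multimapped reads 4.14% ± 0.533, 3.74% ± 0.238 and 2.81% ± 0.206. Over all deposited cells the shares without a feature were 13.6% ± 5.43 in G&T, 6.32% ± 8.81 in Takara and 13.1% ± 5.15 in NEB. In kept cells the share in Takara lay below the other protocols by more than the spread between cells.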

**Fig. S4**
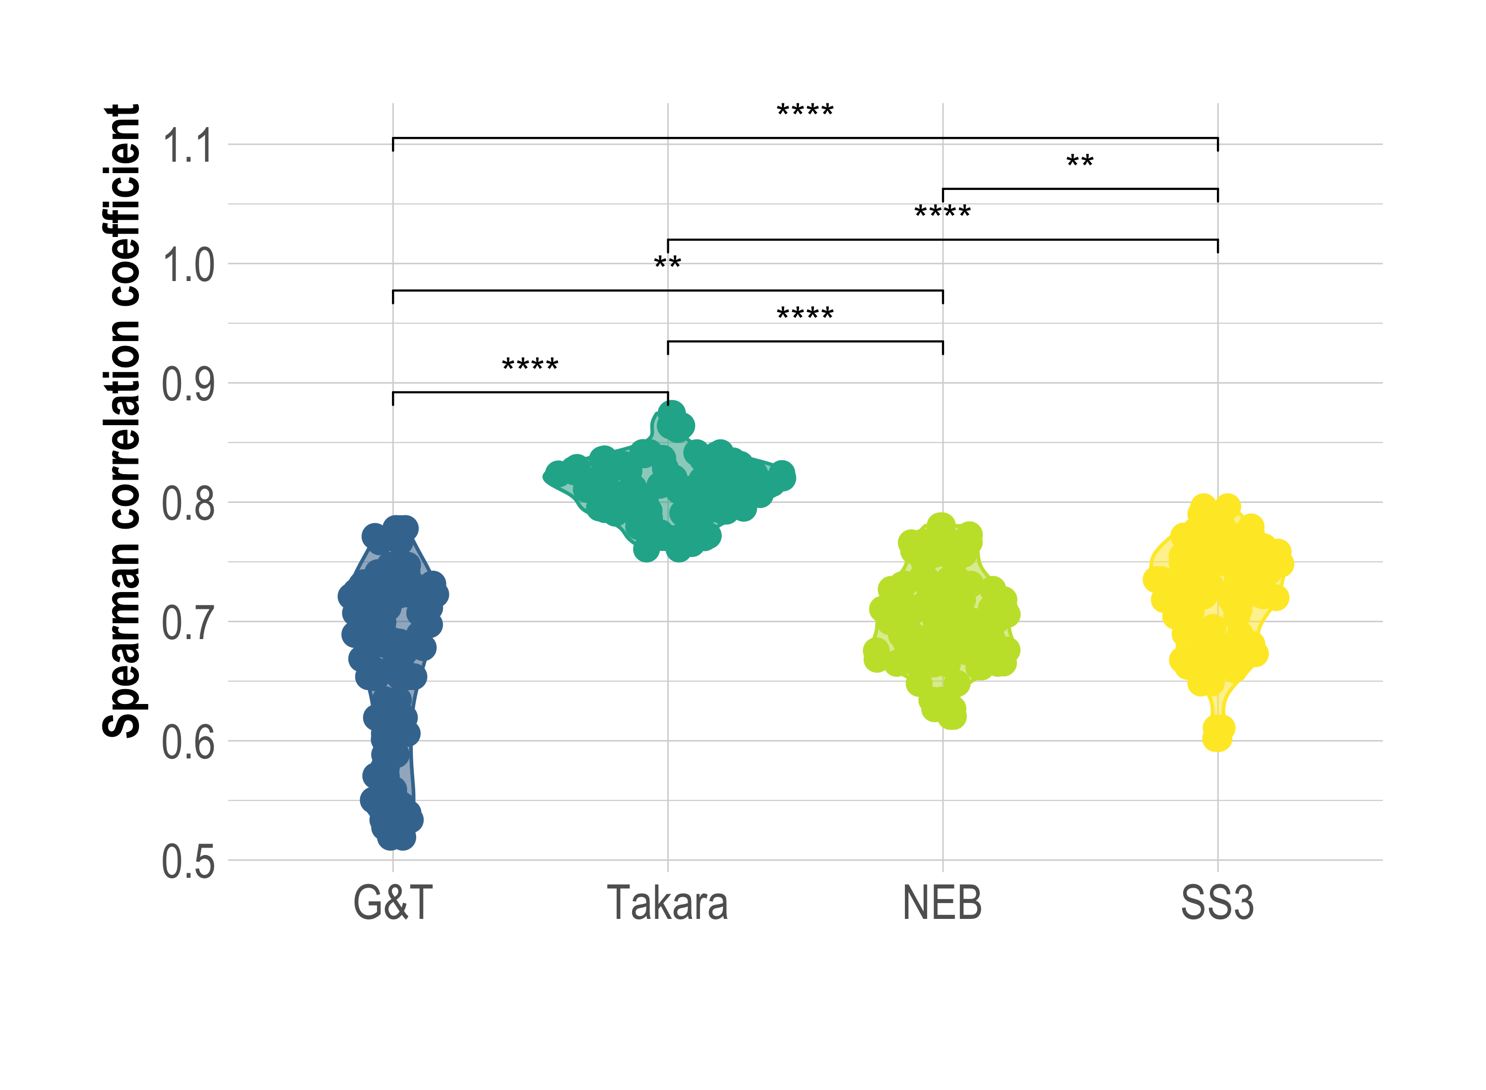
Spearman correlation coefficient (SCC) between all cells from the same protocol. The correlation was made from a geneset of the 10817 shared genes shared between the protocols (Fig. 5 D).

**Fig. S5**

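A gene counts here as captured differently by the ratio of its pooled CPM between a pair of protocols, on the log2(CPM + 1) scale, and no number of changed genes is given because a protocol is 1 sample. Named are the 3 genes with the largest ratio in each direction among genes with reads in every kept cell of the higher protocol. This scale understates the ratio of low genes. Higher in G&T than in Takara were DDX39B (ENSG00000198563) by 4.61, RPL41P5 (ENSG00000256393) by 4.47 and MT-RNR1 (ENSG00000211459) by 4.43. Higher in Takara than in G&T were RRP9 (ENSG00000114767) by 3.70, ACTA2 (ENSG00000107796) by 3.63 and NECAP1 (ENSG00000089818) by 3.45. Against NEB, where a count of 0 allows up to 0.376 CPM, no ratio is given for genes without a read. SLC39A7 (ENSG00000112473; chromosome 6, 33200305 to 33204439) had 1758 reads in G&T (185 CPM), 4623 in Takara (395 CPM) and none in NEB. GPS1 (ENSG00000169727; chromosome 17, 82050691 to 82057470) had 4378 reads in Takara and ZDHHC12 (ENSG00000160446; chromosome 9, 128720870 to 128724127) 3613, and both had none in NEB. DDX6 (ENSG00000110367) had 1674 reads in G&T (176 CPM) and 2 in NEB (0.251 CPM, interval 0.0304 to 0.906). SLC25A1 (ENSG00000100075) was higher in G&T than in NEB by 7.13, with all 8 of its NEB reads in 1 cell. In the other direction, NEB exceeded G&T for PAN3 (ENSG00000152520) by 6.23, AEBP2 (ENSG00000139154) by 5.98 and SERINC5 (ENSG00000164300) by 5.68. It exceeded Takara for SERINC5 by 6.24, THAP5 (ENSG00000177683) by 6.11 and PAN3 by 6.04. The pseudocount moved these ratios most: at 10 CPM, SLC25A1 was higher in G&T than in NEB by 4.72, while the abundant MT-RNR1 stayed at 4.42 over Takara. None of the ratios changed sign under the alternatives tried, but the genes were chosen for large ratios, so this is no test of them.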

Pathway enrichment analyses of genes captured differently between cells processed by protocol A) G&T and NEB®, B) G&T and SS3, C) Takara® and NEB®, D) SS3 and NEB®, E) G&T and Takara® and F) Takara® and SS3. KEGG (46) pathway enrichment analysis was performed and visualized by using clusterProfiler (v4.4.4) (47) package from R.

**Fig. S6**

**
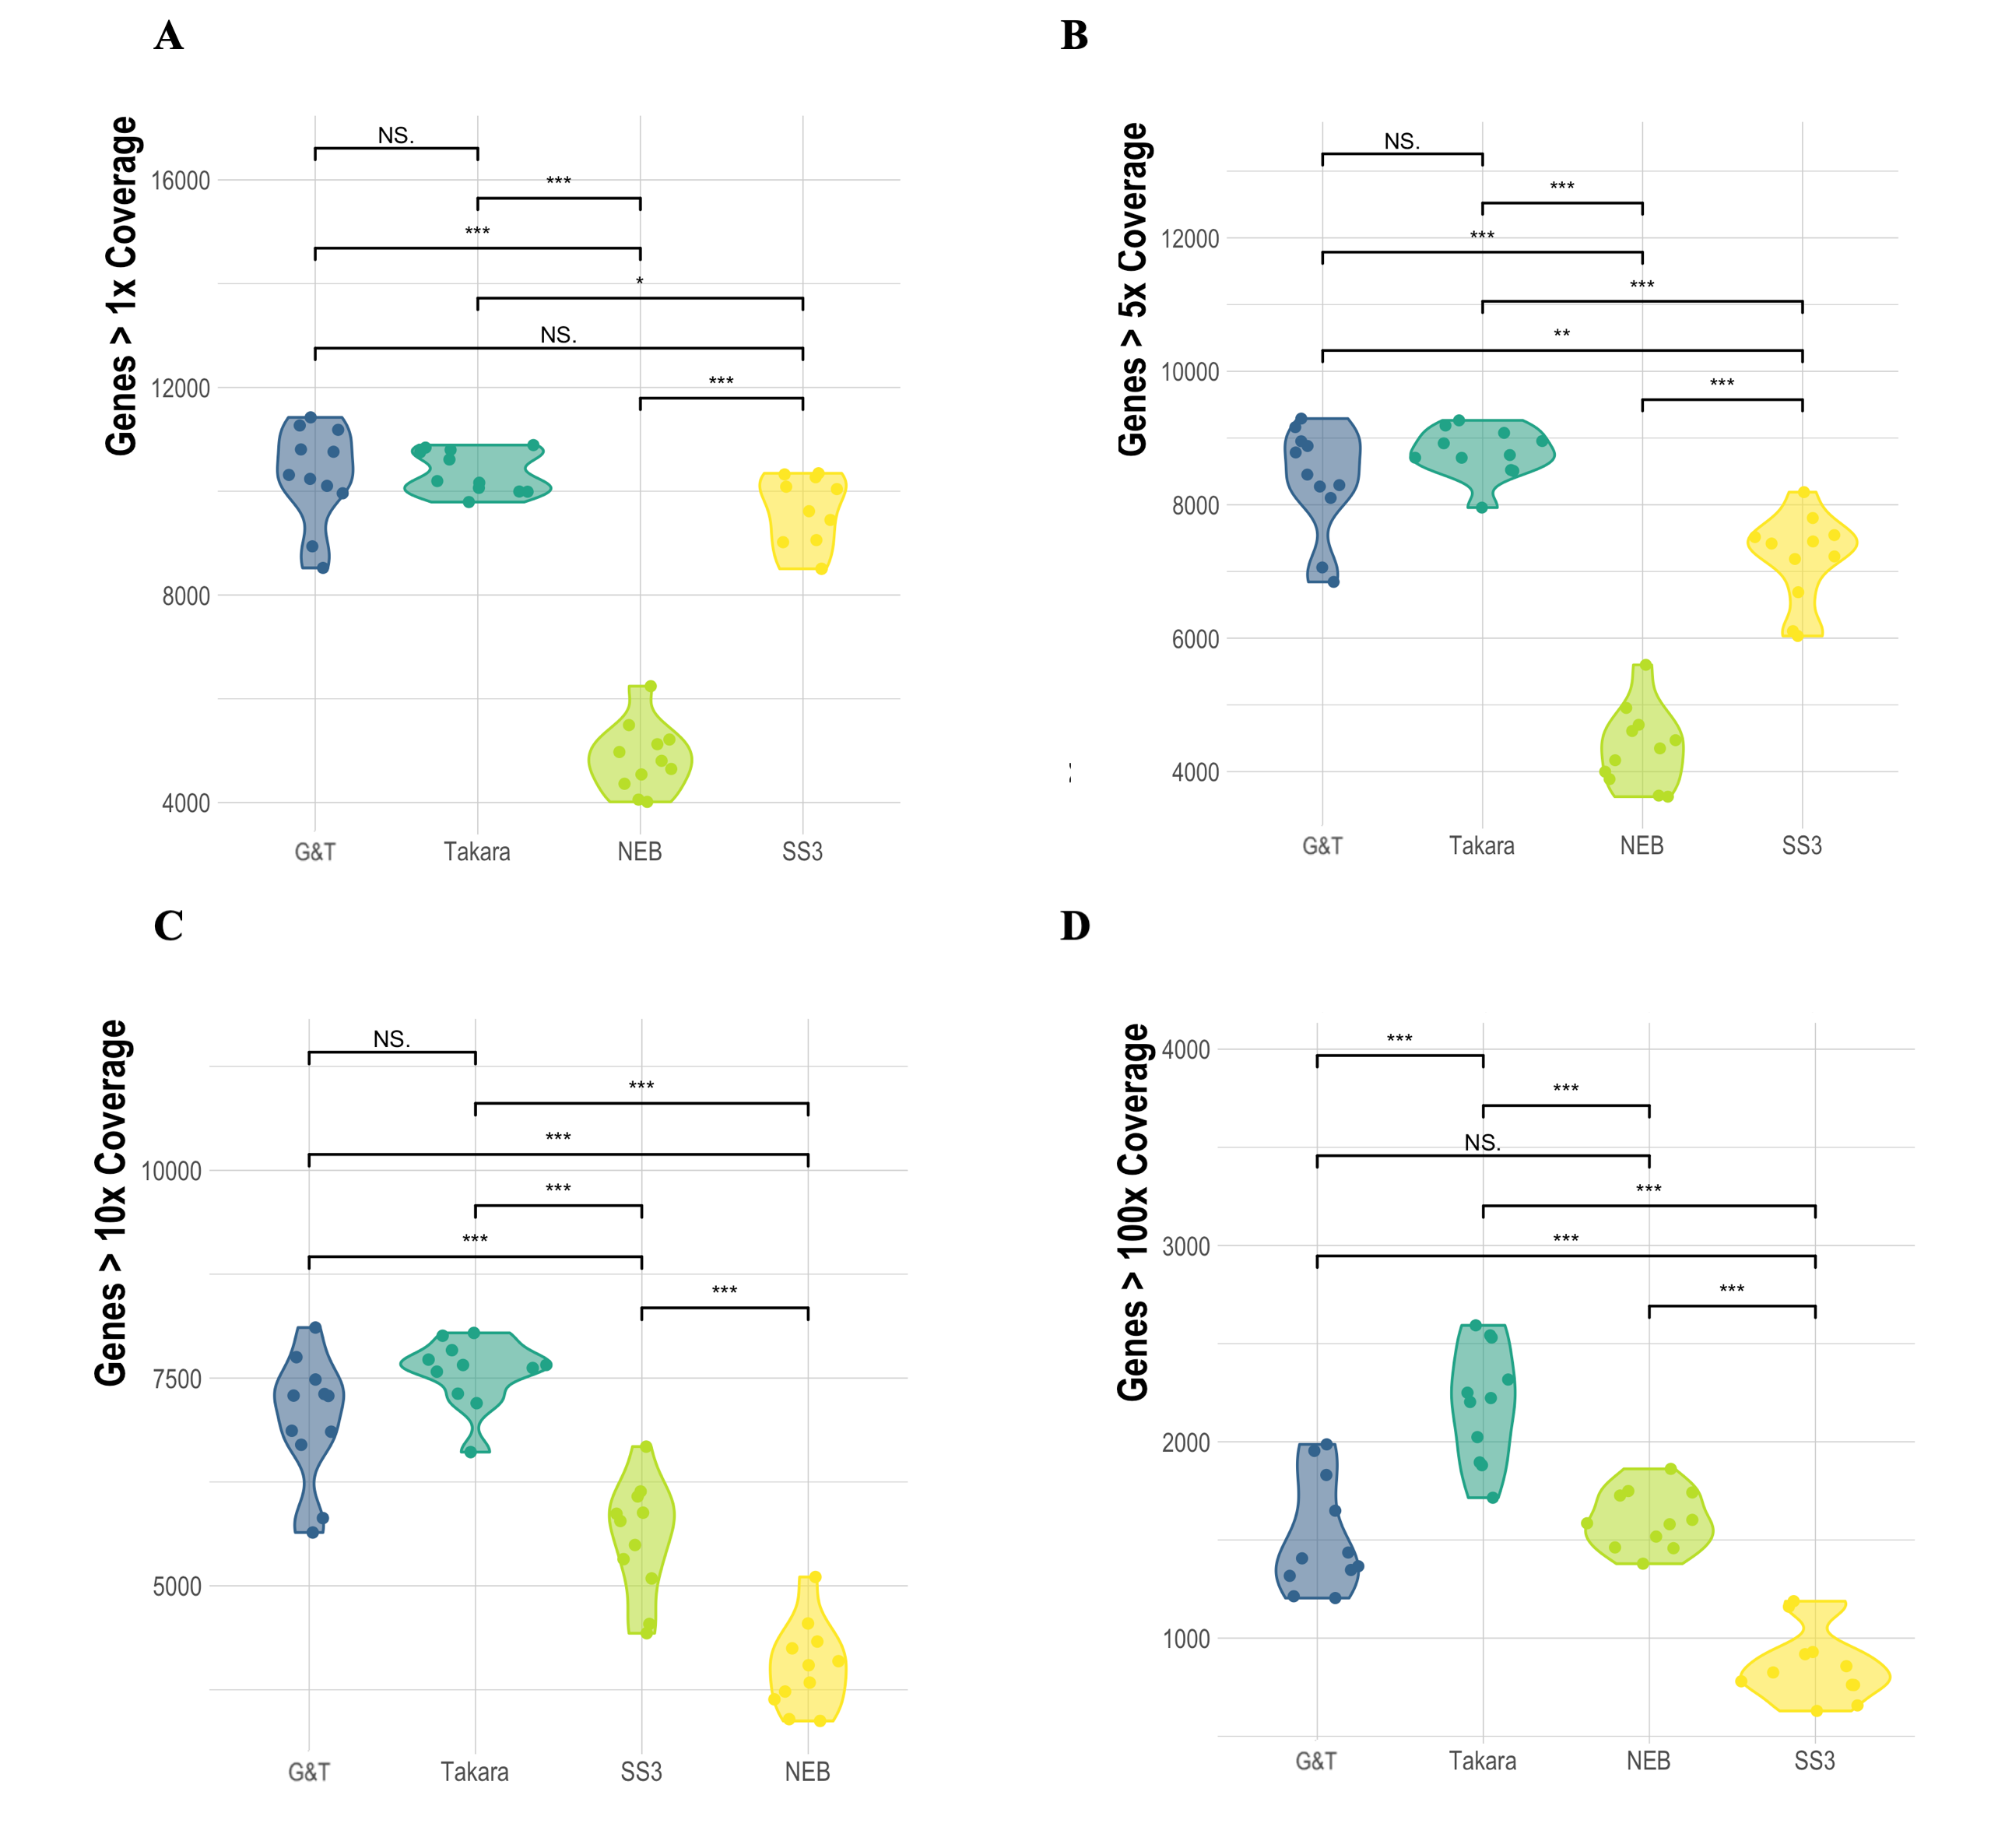
**

Calculations of coverage depth. A) Count of genes that have more than 1X coverage across coding regions.  B) Count of genes that have more than 5X coverage across coding regions.  C) Count of genes that have more than 10X coverage across coding regions D) Count of genes that have more than 100X coverage across coding regions.

How the deposited data were processed for this re-analysis (not part of the article)

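Single T47D cells were sequenced with 3 protocols, in 13 cells for G&T, 13 for Takara and 14 for NEB, all from 1 culture. Each protocol had 1 plate and 1 sequencing run. SMART-Seq3 cells were not analysed here. For these counts the authors trimmed the raw reads with Trim Galore in 2 rounds and aligned them to GRCh38 with STAR. They then took STAR's count of reads per gene and merged the cells of a protocol into 1 table, as deposited. The values are raw read counts, with no normalization, no molecular identifiers and no filter on cells or genes. The annotation release and the strand setting behind the counts are not stated. Each table holds 60279 genes, 92 ERCC spike-ins and 4 categories of unassigned reads.

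The 4 quality thresholds of the paper were applied to each cell: at least 1000 genes, a library size of at least 600000, at most 30% mitochondrial reads and at most 25% ERCC reads. Library size is the reads on genes and ERCC spike-ins. A gene is detected with at least 1 read. Percentages on ERCC spike-ins, mitochondrial genes and gene types are over the library size, and percentages of unassigned reads are over all reads of a cell. Gene types, lengths and coordinates were taken from GENCODE release 44, matched by Ensembl identifier, which left 4175 listed genes without annotation. The reference may not be the release the authors used.

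Numbers of genes at smaller depths were computed by exact rarefaction, the expected number under random thinning. The smallest kept library had 672328 reads. Correlations between cells used CPM over genes detected in any kept cell. Pooled expression is the sum of reads over the kept cells of a protocol in CPM of reads on genes, with 1 CPM added before log2 ratios and 95% Poisson intervals for the pooled reads. A count of 0 was given a limit of 3 reads. Those intervals hold no spread between cells or runs. Cell cycle stage was called with cyclone in scran 1.30.0 and with Seurat 5.3.0, and TMM factors came from edgeR 4.0.16. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3. Random draws used seed 11.

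No test was made between protocols. The cells of a protocol are not replicates of it, protocol and run cannot be separated, and means, SDs and ranges describe the cells of 1 run. The gap between protocols was set beside the spread between cells. For 5 gene lists, the gap in detection between 2 protocols was placed among 10000 random lists of the same size, matched on mean expression in 50 bins.

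Genes are named by a rule written before the data were examined. It takes the sorting markers, and for each pair of protocols and direction the 3 genes with the largest pooled ratio among genes with reads in every kept cell of the higher protocol. It also takes the 3 most abundant genes captured by 1 protocol only and the 3 most abundant genes of each protocol.

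The steps were tested on simulated data. Rarefaction differed from random thinning by 0.106% of genes in G&T, 0.108% in Takara and 0.00600% in NEB. Of 200 genes with a simulated change, 93.5% were recovered within 0.25 log2 units between Takara and G&T, 91.5% between NEB and G&T and 93.0% between NEB and Takara. These counts held Poisson error only, with changes set in genes above an expression minimum. The median shift of unchanged genes was removed before scoring, which was not done for the ratios given here. The recovery therefore does not cover the spread between cells or runs. Of random lists, 11.0% to 11.6% lay at or beyond the 5th or 95th percentile in the comparisons with G&T, and 10.6% between Takara and NEB.

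Alternatives covered the cells kept, the reads or cells that count as detection, depth, the handling of ERCC spike-ins, denominators, correlation coefficients, gene sets, the length of a gene, the cell cycle caller, pooling, the pseudocount and TMM scaling. Across genes, TMM scaling shifted the log2 ratios by a median of -0.0601 for G&T over Takara, -0.0985 for G&T over NEB and -0.0391 for Takara over NEB. Coverage along genes, splice junctions and cDNA yield were left out, since the count tables do not hold them, and the pathway sets of the paper were not used.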

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

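The tests of reads from other wells and of genomic DNA were set before their results were seen, but the comparison of olfactory receptor genes across cells, and not between protocols, was made the deciding one after its values were seen.

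The 7 cells that failed the quality thresholds list genes and are left out of the paper's values after filtering. G&T cell C2 lists 7898 genes and G&T cell F1 10685, Takara cell C2 2448 and Takara cell F1 615, and NEB cell B2 2812, NEB cell F1 859 and NEB cell F2 5919. The methods describe an empty well and control wells on each plate and removal of poor cells or empty wells, and which of these a removed well held was not inferred from its values. In 3 of them over 90% of the library was ERCC reads: Takara C2, Takara F1 and NEB F1. Reads of the run's other wells assigned to these wells were tested by the number of genes the pooled kept cells of the run list at the same number of reads on genes. NEB F1 lists 96.2% of the number expected, and 2 of its genes, with 0.141% of its reads on genes, are absent from the kept cells of the run. Reads from other wells may therefore account for that well, a hypothesis. Takara C2 lists 53.4% of the number expected, and 733 genes absent from the kept Takara cells hold 32.6% of its reads on genes. Takara F1 lists 19.0%, with 104 such genes holding 32.5% of its reads on genes. The values of these wells argue against the kept cells of the run as the whole source. Wells of the run that were not analysed here, a small amount of RNA in the well and damaged cells stay open and were not tested. No biological explanation was tested.

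Reads on olfactory receptor genes stood above the limit that a count of 0 allows in protocols whose cells the paper does not examine for them: 174 reads in kept G&T cells and 55 in kept Takara cells, against 0 in NEB cells. This is 18.3 CPM in G&T (15.7 to 21.2) and 4.69 CPM in Takara (3.54 to 6.11). The 395 genes of this family were taken as a sign of reads that do not come from transcripts. At the smallest kept library, 35 of them had a read across G&T cells and 6 across Takara cells. Per cell the numbers were 3.64 ± 3.67 (SD, n = 11 cells) and 0.909 ± 1.22, a gap within the G&T SD. Across G&T cells the number rose with the share of reads without a feature, with rho of 0.883 and r of 0.893. Genomic DNA reads are a candidate explanation. Across Takara cells rho was 0.445 and r 0.842. Expression of single receptor genes and reads shared with pseudogenes were not tested and stay open. No biological explanation was tested, since the design gives no condition besides the protocol.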

How the results depend on the processing

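Tests chosen only after results were seen are the correlations of numbers of ERCC spike-ins and MT genes detected, and the MT percentage without MT-RNR1 and MT-RNR2; the other alternatives were set before the data were examined.

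In all, 564 values under alternatives cover 138 results, 9 of them added later. Of the values that answer a comparison, 343 kept their direction and moved by less than the spread between cells (counts without one by at most 1.5 times, correlations of ERCC and MT reads within the range with each cell left out, shares of cells within their 95% interval), 108 moved further and 23 changed sign. For single genes 67 kept their value, 23 moved and 0 changed sign. These genes were chosen for large ratios, so their kept signs are no test of them. By these limits the library minimum of 500000 moved 0 of 81 values, though the correlation of ERCC and MT reads went from 0.0545 to 0.259 in NEB and from 0.0182 to 0.0769 in G&T. Alternatives that also moved none include ERCC spike-ins counted among the genes (0 of 36), and TMM scaling and the mean of the cells' CPM (0 of 18 each). No paired analysis was possible because the well names shared by protocols are plate positions and not matched cells, so no test was run. The cause was not tested for the changes below, except where the alternative itself removes reads, cells or genes.

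All deposited cells bring in Takara C2 and F1 and NEB F1, with over 90% ERCC reads. Genes per cell are then 9694 in Takara, and the differences 1338 (G&T minus Takara) and 4862 (Takara minus NEB). ERCC reads are 15.3% in Takara and 18.8% in NEB, endogenous reads 84.7% and 81.2%, and MT reads 7.41% in NEB, with 21.4 MT genes in Takara. The correlation of ERCC and MT reads across cells is 0.275 in G&T, -0.132 in Takara and -0.209 in NEB. The SCC is 0.625 in Takara and 0.539 in NEB, with differences of 0.106 (G&T minus Takara, a change of sign), 0.192 (G&T minus NEB) and 0.0859 (Takara minus NEB). Protein-coding reads are 74.8% in Takara and 69.6% in NEB. Unassigned reads are 28.3% in Takara, unmapped 9.56% in Takara and 3.76% in NEB, multimapped 3.49% and 2.59%, without a feature 6.32% in Takara, and ambiguous 8.96% and 5.06%. The length difference of Takara and NEB is -169 bp. Genes with at least 10 reads are 6595 in Takara, and with at least 100 reads 1865 in Takara and 1399 in NEB. Lists in Takara are detected at 80.5% (DNA replication), 85.4% (Golgi vesicle transport), 76.9% (histone modification), 86.2% (mRNA processing) and 87.0% (proteasome), and the proteasome in NEB at 86.8%.

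With at least 5 reads, genes per cell are 8700 in G&T, 9050 in Takara and 4414 in NEB, with differences of -350 (G&T minus Takara, a change of sign), 4286 (G&T minus NEB) and 4636 (Takara minus NEB). ERCC spike-ins are 29.2 in G&T and 28.4 in Takara, and MT genes 18.5, 16.6 and 16.0. Lengths are 3765 bp, 3659 bp and 3734 bp, with differences of 106 bp (G&T minus Takara) and 31.4 bp (G&T minus NEB, a change of sign). Lists are detected in G&T and Takara at 92.9% and 96.4% (Golgi vesicle transport), 77.3% and 75.9% (histone modification) and 95.2% and 97.0% (mRNA processing), and the proteasome in G&T at 97.6%. Asking for 5 reads in a cell leaves 2933 genes captured by G&T only and 991 by Takara only, and differences across all cells of 2149 (G&T minus Takara), 4902 (G&T minus NEB) and 2753 (Takara minus NEB). With capture defined as reads in 2 cells of a protocol, 2359, 1187 and 215 genes are captured by G&T, Takara and NEB only, some of them with reads in 1 cell of another protocol, and the differences are 1237 (G&T minus Takara) and 6535 (G&T minus NEB). At 1 CPM Takara cells detect 10669 genes.

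Depth limits the genes detected. At 100000 reads they are 8243 in G&T, 8213 in Takara and 4337 in NEB, with differences of 3906 (G&T minus NEB) and 3876 (Takara minus NEB). At the smallest kept library the length difference of G&T and Takara is -1.36 bp, a change of sign. Genes with at least 10 reads are then 6731 in Takara, with at least 100 reads 1137 in G&T, 1400 in Takara and 1327 in NEB, and with at least 1000 reads 48.1 in Takara and 59.9 in NEB.

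The correlation of ERCC and MT reads changed most. Pearson's r is -0.0407 in G&T and -8.43e-05 in NEB, both a change of sign. Without the 2 farthest cells rho is -0.0333 in G&T, a change of sign, and 0.200 in Takara. With each cell left out it runs from -0.309 (without A2) to 0.176 in G&T, from 0.285 to 0.648 in Takara and from -0.139 (without D1) to 0.406 in NEB. The sign also changes in G&T without B2 (-0.0182), E1 (-0.0182) or E2 (-0.127), and in NEB without D2 (-0.0909) or E2 (-0.0909). With MT reads over reads on genes, rho in NEB is 0.427. Numbers detected give r of 0.778 in G&T, -0.218 in Takara and -0.641 in NEB, and rho of 0.733, -0.285 and -0.489, the Takara and NEB values with a change of sign.

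For the SCC, genes detected in every one of the 3 protocols give 0.515 in NEB and differences of 0.221 (G&T minus NEB) and 0.322 (Takara minus NEB). Genes detected in the protocol itself give 0.515, 0.227 and 0.304. All genes of the tables give 0.622 in NEB and a difference of 0.217 (Takara minus NEB). Pearson's r of log2(CPM + 1) gives 0.810 in G&T, 0.889 in Takara and 0.668 in NEB.

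With the median over a gene's transcripts, lengths are 1045 bp in G&T, 1055 bp in Takara and 984 bp in NEB, and all 3 differences change sign: -10.2 bp (G&T minus Takara), 60.9 bp (G&T minus NEB) and 71.1 bp (Takara minus NEB). Protein-coding genes alone give 3935 bp, 3823 bp and 3935.0 bp, with differences of 112 bp (G&T minus Takara) and -0.273 bp (G&T minus NEB).

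Among denominators, MT reads over reads on genes are 9.40% in NEB, and the library without ERCC reads is 724881 in NEB. Protein-coding reads over reads on nuclear genes are 97.4% in G&T, 98.3% in Takara and 95.3% in NEB. Without MT-RNR1 and MT-RNR2 the MT percentage is 6.52% in G&T and 7.76% in Takara, which puts G&T lowest, with 7.93% in NEB. Seurat's scoring puts 36.4% of Takara cells in G1, against 72.7% by cyclone.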

Differences from the paper's values

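The correlation of the numbers of ERCC spike-ins and MT genes detected, and Pearson's r without 1 removed well, both given below, were chosen after the values were seen, and the other alternatives were set before the data were examined.

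For the correlation of ERCC and MT reads across cells, the paper's values are 0.9 in G&T and -0.64 in NEB, and rho here is 0.0182 in G&T and 0.0545 in NEB. Every alternative set before the data were examined, each changing 1 choice, also differs from the paper's value in both protocols. With 2 choices changed together, Pearson's r over all deposited cells is 0.750 in G&T and -0.908 in NEB. These have the signs of the paper's values and lie within the spread that the rule used, but 1 removed well carries most of each. Without C2 r in G&T is 0.0351, and without F1 r in NEB is -0.357. The same setting gives -0.931 in Takara, of the opposite sign to the paper's value. Pearson's r of the numbers of ERCC spike-ins and MT genes detected per cell, chosen after seeing the values, is -0.641 in NEB and 0.778 in G&T. That setting takes Takara to -0.218, away from the paper's 0.33, which rho of 0.436 does not differ from.

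For the SCC in NEB the paper's value is 0.52 (σ 0.02, an SD), and the mean here is 0.594 (SD 0.0216). Values that do not differ from the paper's are 0.515 over genes detected in the protocol itself, 0.515 over genes detected in every one of the 3 protocols, and 0.539 over all deposited cells. Those that still differ are 0.600 with a library minimum of 500000, 0.622 over all genes of the tables, 0.595 with ERCC spike-ins counted, 0.591 at the smallest kept library and 0.668 for Pearson's r of log2(CPM + 1). Over genes detected in the protocol itself, G&T and Takara have 0.742 and 0.819.

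In its discussion the paper gives an SCC of 0.86 for Takara and 0.80 for G&T, and the means here are 0.835 and 0.752. For Takara, genes detected in every one of the 3 protocols (0.837) and all deposited cells (0.625, where the SD over pairs is 0.328) do not differ by the rule used, and the other settings do. For G&T, Pearson's r of log2(CPM + 1), 0.810, does not differ, and the other settings do. Pearson's r gives 0.889 for Takara.

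For the SD of the MT percentage in G&T the paper's value in the text is 1.6, and the SD here is 4.07. It is 6.23 over all deposited cells, 4.07 with a library minimum of 500000 and 4.14 over reads on genes alone, so every alternative differs. The mean does not differ.

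With ERCC spike-ins counted among the genes, the values here are 11382.8 genes per cell in G&T, 11211 in Takara and 5310 in NEB, each within 1 gene of the paper's, and 22485, 18066 and 12535 genes across all cells, which equal the paper's. Without them they do not differ by the rule used.

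The paper states that the protocols differ most in genes of the proteasome and of mRNA processing. Of the 5 lists used here, the proteasome has the smallest gap to NEB, 6.94 points from G&T and from Takara, and histone modification the largest, 49.0 and 48.7 points, with mRNA processing at 23.6 and 23.5 points. Among random lists matched on expression, the gap of the proteasome also lies lowest, at percentiles 2.37 and 1.87, and that of DNA replication highest, at 99.6 and 99.4. Histone modification lies at 93.2 and 69.7, and mRNA processing at 69.2 and 57.1. The lists are hand-written and not the paper's sets. The measure differs too: the paper tested pathway enrichment among genes captured differently, and a gap in detection is not an enrichment. These ranks therefore do not decide on the paper's statement.

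The paper states that Takara and G&T are highest at each coverage threshold. By mean number of genes this holds here at 3 of 4 read minimums: at 1 read, at 10 reads, with 4055 genes in NEB against 7211 in G&T and 7747 in Takara, and at 1000 reads, with 84.0 against 90.5 and 109, within the SD. At the smallest kept library the order at 1000 reads is 62.9 in G&T, 59.9 in NEB and 48.1 in Takara, so there it does not hold. At 100 reads NEB has 1597 genes per cell and G&T 1520, within the SD across cells. The paper's measure is coverage of coding sequence and not reads per gene.

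Fig. S4, read by eye, does not place NEB lowest for the SCC over genes shared between protocols, while the text says the same observation was made there. Here NEB is lowest on shared genes, at 0.515 against 0.736 in G&T and 0.837 in Takara, and the paper's shared genes also required SMART-Seq3 cells.

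The paper states no influence of transcript length in any protocol. Among protein-coding genes captured by all 3 protocols, G&T detection is nearly flat over the length classes, at 86.5%, 87.8%, 85.3%, 85.6% and 87.4% from up to 1000 bp to over 8000 bp, within the SD across cells. In Takara it is 88.8%, 92.4%, 89.7%, 86.4% and 84.0%, and in NEB 65.8%, 54.1%, 47.1%, 47.7% and 51.3%. The classes are not matched on expression. Over the 6260 genes of the length test below, limited in expression, detection in Takara has rho of -0.193 with length. Within GC classes it runs from -0.243 to -0.125. In G&T rho is 0.0839, and -0.00241 to 0.0830 within GC classes. The median log2 ratio of G&T over Takara rises from -0.607 in the shortest length class to 0.809 in the longest. These values argue against an equal relation to length in G&T and Takara over these genes. Protocol and run cannot be separated.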

Other observations

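Tests chosen only after the results were seen are those of more reads in G&T, of a single loss of molecules, of a larger spike-in dose and of mitochondrial RNA of every kind, and the comparison of unspliced transcripts with genes captured by Takara only; the tests of GC content, length and overlap were chosen after the genes with the largest ratios had been seen, though before their own values.

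G&T cells captured more genes in total than Takara cells and had more reads without a feature. More reads in G&T do not account for it, since the library size of G&T minus Takara is -195135.5 reads, a gap larger than the SD across cells in either protocol. Reads of genomic DNA may contribute. Olfactory receptor genes with a read per G&T cell follow the share of reads without a feature, with rho of 0.883 across cells. Genes detected per G&T cell follow that share too, with rho of 0.927, r of 0.865, r of 0.761 without the 2 farthest cells and rho of 0.903 to 0.976 with each cell left out. In Takara rho is 0.227 (-0.0303 to 0.370) and in NEB 0.118 (-0.0303 to 0.406). NEB cells have as large a share without a feature (13.4% against 13.3%) and no read on these receptor genes, so that share alone does not mark genomic DNA. Unspliced transcripts of expressed genes cannot be told apart from other sources. Of genes captured by G&T only, 13.9% (13.0% to 14.8%) lie inside the body of a gene that every kept Takara cell detects, 5.90 points more than the 7.99% (7.70% to 8.30%) of genes captured by no protocol. Genes captured by Takara only show 12.3% (10.9% to 13.8%) and by NEB only 15.2% (12.3% to 18.4%), which keeps it open. Protocol and run are confounded, and no biological explanation was tested.

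NEB cells detect as many ERCC spike-ins as the other cells, from more ERCC reads, and fewer than 0.5 as many genes. At 5783 ERCC reads per cell they detect 29.8 ± 2.29 spike-ins, against 32.4 ± 2.38 in G&T and 32.7 ± 1.44 in Takara, gaps beyond the SD. With every cell thinned to 624772 reads on genes, Takara cells still detect 5495 genes more than NEB cells, which argues against fewer endogenous reads as the cause. Without the 204 genes that lead any protocol, at 404355 reads, the gap is 5437 genes, which argues against a few genes taking most of the reads. The 100 leading genes take 32.9% ± 2.55 (SD, n = 11 cells) of NEB reads, 28.0% ± 1.96 in Takara and 35.5% ± 6.56 in G&T. A single loss that takes cellular RNA and spike-ins alike would leave the ratio of reads on genes to ERCC reads alike, and it is 8.58 in NEB, 55.8 in G&T and 111 in Takara. The methods give the same spike-in dilution for each protocol. A larger dose with the same capture of each molecule would raise the number of spike-ins detected, and the NEB number differs from Takara by -0.455. A larger dose together with a loss of cellular RNA was not tested and stays open, as does a loss that takes more cellular RNA than spike-ins.

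Genes abundant in G&T and Takara cells have few or no reads in NEB cells. Of 1296 protein-coding genes at 100 CPM or more in both and in every cell of both, 7 have no read in NEB. Besides SLC39A7, GPS1 and ZDHHC12 these are PLEKHJ1, ISOC2, CDK16 and APH1A, chosen after their values were seen. Their median GC is 59.3%, against 46.5% for all 1296. Lower capture of GC-rich transcripts is a candidate explanation for part of the pattern. The test used 6260 protein-coding genes with a mean of 10 to 100 CPM over G&T and Takara. Across them the share of NEB cells that detect a gene has rho of -0.504 with GC, and within length classes of equal size -0.581, -0.501, -0.499 and -0.385. In G&T rho is -0.148 and in Takara -0.00646. The genes were chosen on expression in G&T and Takara, which detect 88.5% to 95.5% of them in each GC class, so these values have little room. With reads in place of detection, rho within single cells runs from -0.447 to -0.309 in NEB. It runs from -0.192 to -0.0458 in G&T and from -0.0816 to 0.0957 in Takara. NEB cells detect 61.3% ± 6.91 of the genes from 29.2% to 39.7% GC and 20.0% ± 4.33 of those from 56.9% to 73.9% GC. In the low-GC class Takara cells detect 95.5% and G&T cells 94.3%, so GC accounts for at most part of the gap. DDX6, with 2 reads in NEB, has 40.0% GC. With length the share has rho of 0.128, and within GC classes of equal size 0.00612, -0.0353, -0.0601 and 0.0148. Over these genes it does not fall with length, and with GC held there is little relation, which argues against length as the cause. Genes that overlap another are detected more, not less, by 3.51 points in NEB (44.3% ± 6.36 against 40.8% ± 5.77). Both percentages come from the same cells, and the spread of their difference was not computed. A loss of NEB reads at overlaps would lower the detection of overlapping genes, and no such deficit is seen at 10 to 100 CPM. Ambiguous reads are 5.68% in NEB against 8.79% in G&T and 10.6% in Takara, so NEB does not set aside a larger share for overlaps. Other differences in the counting of overlaps were not tested and stay open. The overlap test was labelled undecided after its value was seen. NEB used its own run, so a GC effect of the protocol and of the run cannot be separated. No biological explanation was tested.

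G&T cells have the largest MT percentage. More mitochondrial RNA of every kind would raise the protein-coding mitochondrial genes too, and they take 6.52% in G&T (SD 1.82), 7.75% in Takara (SD 1.23) and 7.92% in NEB (SD 0.777). The gap lies in MT-RNR1 and MT-RNR2, at 9.32%, 2.16% and 0.358%. Shares of one total depend on each other, and why ribosomal RNA differs was not tested.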
